# Enhanced oxidative phosphorylation, re-organized intracellular signaling, and epigenetic de-silencing as revealed by oligodendrocyte translatome analysis after contusive spinal cord injury

**DOI:** 10.1038/s41598-023-48425-6

**Published:** 2023-12-01

**Authors:** Michael D. Forston, George Z. Wei, Julia H. Chariker, Tyler Stephenson, Kariena Andres, Charles Glover, Eric C. Rouchka, Scott R. Whittemore, Michal Hetman

**Keywords:** Spinal cord diseases, White matter disease, Cell death in the nervous system, Myelin biology and repair, Oligodendrocyte

## Abstract

Reducing the loss of oligodendrocytes (OLs) is a major goal for neuroprotection after spinal cord injury (SCI). Therefore, the OL translatome was determined in Ribotag:Plp1-CreERT2 mice at 2, 10, and 42 days after moderate contusive T9 SCI. At 2 and 42 days, mitochondrial respiration- or actin cytoskeleton/cell junction/cell adhesion mRNAs were upregulated or downregulated, respectively. The latter effect suggests myelin sheath loss/morphological simplification which is consistent with downregulation of cholesterol biosynthesis transcripts on days 10 and 42. Various regulators of pro-survival-, cell death-, and/or oxidative stress response pathways showed peak expression acutely, on day 2. Many acutely upregulated OL genes are part of the repressive SUZ12/PRC2 operon suggesting that epigenetic de-silencing contributes to SCI effects on OL gene expression. Acute OL upregulation of the iron oxidoreductase *Steap3* was confirmed at the protein level and replicated in cultured OLs treated with the mitochondrial uncoupler FCCP. Hence, STEAP3 upregulation may mark mitochondrial dysfunction. Taken together, in SCI-challenged OLs, acute and subchronic enhancement of mitochondrial respiration may be driven by axonal loss and subsequent myelin sheath degeneration. Acutely, the OL switch to oxidative phosphorylation may lead to oxidative stress that is further amplified by upregulation of such enzymes as STEAP3.

## Introduction

Contusive spinal cord injury (SCI) has a complex pathogenesis that involves time-dependent components including primary and secondary injuries as well as post-injury remodeling and plasticity^1^. SCI associated white matter damage (WMD) is a major driver of functional deficits below the level of injury^2,3^. Death of OLs contributes to WMD post-SCI^4,5^. However, few OL-expressed genes such as *p75/Ngfr*^6^, *Bax*^7^ or *Klk8*^8^ have been implicated as mediators of SCI-induced OL death/WMD. This is at least partly due to limited insight into the OL gene expression programs after SCI.

Single cell (sc) RNASeq technology has been recently applied to study the SCI transcriptomic response at the cellular level^9,10^. Specifically, scRNASeq-enabled transcriptomic phenotyping revealed region-specific changes in OL subtype content at chronic timepoints after hemisection or contusion SCI^9^. However, few SCI-associated OL gene expression changes were detected^9^. Importantly, the currently available scRNAseq technology has significant limitations. Its reliance on successful sorting of suspensions of viable cells is a problem when dealing with cells that have complex morphologies, spatially-regulated transcriptomes and/or sustained significant damage due to injury^11^. Additional challenges include limited depths/low sensitivity, high level of stochastic variability of single cell transcriptomes, ambiguity in interpreting negative signals, and data set contamination with highly expressed mRNAs that were released from other cells that lysed during sample preparation and/or sorting^11,12^. Last, but not least, scRNASeq is focused on overall cellular mRNA levels. Therefore, scRNASeq data lack information on gene expression regulation at the level of protein synthesis. Yet, such post-transcriptional regulation, that is present in neurons and OLs, plays a major role in response of those cells to pathologies^13–15^.

Isolation of translating ribosomes and quantification of their associated mRNAs offers insight into the cell translatome and accounts for translation initiation, which is the critical regulatory step of protein synthesis^13–15^. The Ribotag technology enables analysis of cell type-specific translatomes in whole animal studies^16^. In Ribotag mice, cell type-specific expression of the Cre recombinase results in removal of a stop codon to produce the RPL22 protein with a hemagglutinin (HA) tag at the C-terminus^16^. The large ribosomal subunit that contains RPL22-HA associates with the small ribosomal subunit during successful translation initiation, which enables immunoaffinity isolation of translating ribosomes by targeting the HA tag. Then, cell type-specific translatomes are determined by RNASeq^16^. Ribotag has been successfully applied to study astrocyte- or macrophage translatomes after contusive thoracic SCI^17,18^.

The current study has been initiated to determine the translatome of mature OLs at various stages of recovery following moderate contusive SCI at the thoracic segment (T)9 level. Ribotag identified hundreds of differentially expressed genes in SCI-challenged OLs. These newly described gene expression landscapes implicate axonal disconnection and loss of myelin sheaths as major drivers of the acute OL gene expression response to SCI. Unexpectedly, similar factors may contribute to OL gene expression regulation in the subchronic phase of the recovery.

## Results

### Isolation and sequencing of the OL translatome from the spinal cord

OL-Ribotag mice were treated with tamoxifen to activate Cre-mediated recombination of the *Rpl22*^*fl(STOP)fl-HA*^ allele (Fig. 1a). Four weeks later, HA immunostaining was observed in 75% or 5% of CC1^+^ or CC1^-^ cells throughout the thoracic spinal cord, respectively (Fig. 1b–d). Double-positive cells were present in the white and grey matter, as expected for mature, CC1^+^ OLs (Fig. 1b,c). Conversely, in vehicle-treated controls, HA^+^ cells were rare (< 2% or < 0.5% CC1 + or CC1- cells, respectively, Fig. 1b–d). Therefore, tamoxifen treatment resulted in efficient and OL-specific expression of RPL22-HA in OL-Ribotag mice.

**Figure 1:**
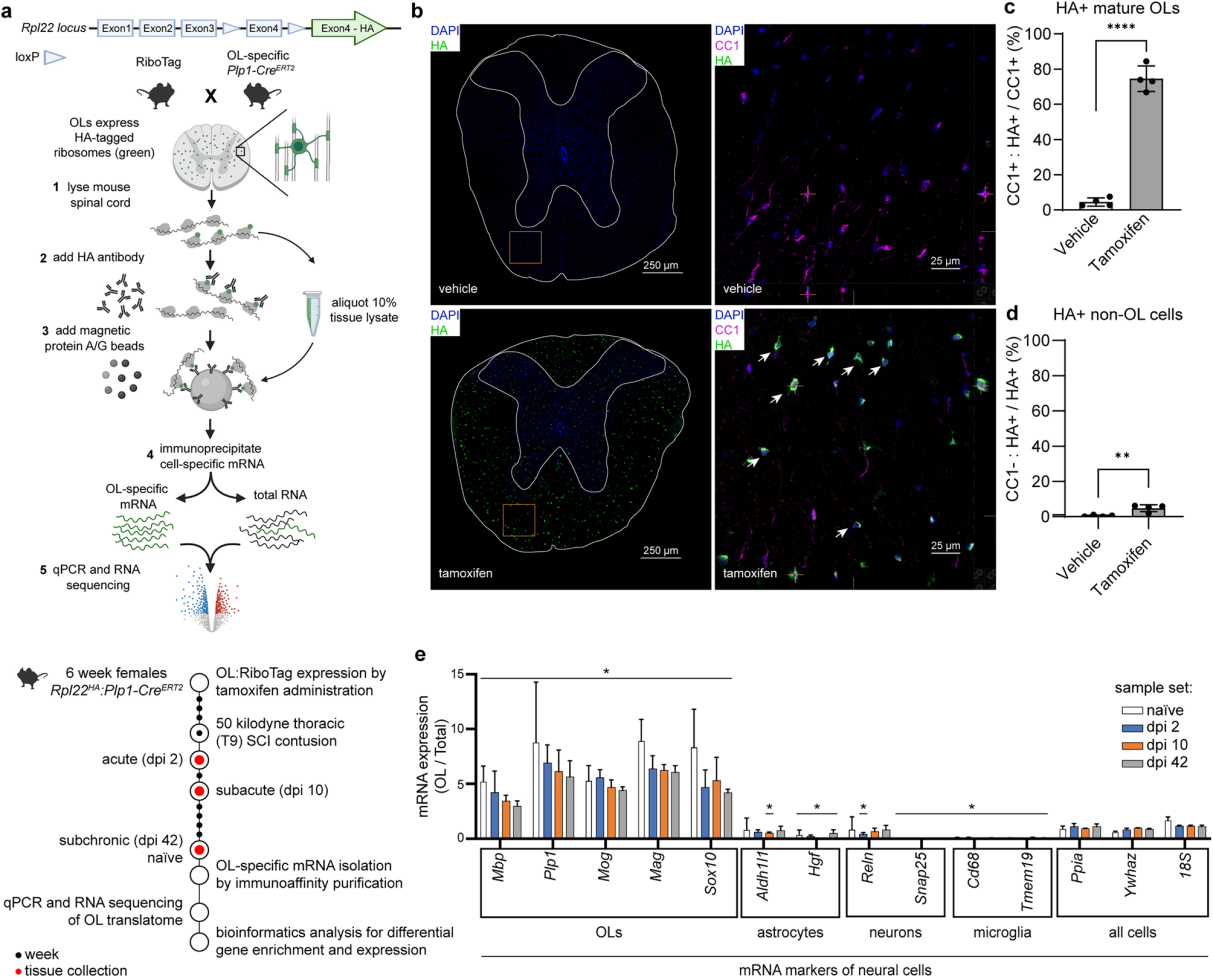
Successful induction of OL-Ribotag and isolation of the OL translatome. (**a**) Design of the current OL-Ribotag study. OL-Ribotag mice are generated by combining the conditional Rpl22-HA knock in (Ribotag) with Plp1-driven CreERT2. After tamoxifen treatment, RPL22-HA is expressed selectively in mature OLs enabling immunoaffinity purification of their translatomes. OL or all cell (total RNA) mRNA expression is measured using qPCR or RNASeq. After normalization, OL enriched expression can be calculated as a fold total RNA sample. (**b**–**d**) Co-immunostaining for HA and the OL-specific CC1 epitope in thoracic spinal cord of vehicle- or tamoxifen-induced OL-Ribotag mice. Section outline and grey matter border is marked on low power magnification images; frames indicate areas that were imaged under high power magnification. Note the appearance of many HA^+^ cells in the white matter of tamoxifen-treated animals. Most of those cells were also CC1^+^ (arrowheads). Cell counting in the white matter showed efficient ((**c**) %CC1^+^ cells that are HA^+^) and specific ((**d**) %HA^+^ cells that are CC1^–^) induction of RPL22-HA in tamoxifen-treated OL-Ribotag mice. (**e**) Tamoxifen-induced OL-Ribotag mice received SCI and their contused spinal cord tissue was used for OL translatome isolation at the indicated days post-injury (dpi). Cell type marker transcripts were determined in OL and corresponding total RNA samples by qPCR. All cell-expressed housekeeping genes were used for normalization. Note the OL enrichment of OL marker mRNAs across all experimental groups. Conversely, several non-OL cell marker mRNAs were OL-depleted. Data on graphs represent averages ± SD from 3 individual animals (**c**,**d**) or 3 biological samples pooled from 2 female mice each (**e**); *p < 0.05; **p < 0.01; ***p < 0.001 Mann–Whitney *u*-test).

Next, moderate contusive SCI (50 kilodyne (kdyn), T9) was performed in tamoxifen-induced OL-Ribotag mice and 5 mm spinal cord segments spanning the lesion site were collected at day post-injury (dpi) 2, 10, and 42. These time points were selected based on dynamics of spinal cord pathology after SCI including acute OL loss at the injury epicenter (dpi 2), peak of delayed OL apoptosis in the spared white matter (dpi 10) and limited remyelination (dpi 42)^4,5,19^. With the reported rostral-caudal lesion span of 1–1.5 mm after T9 50 kdyn IH SCI in young adult female mice^20^, each sample included the primary damage site, spared white matter at the injury epicenter, the injury penumbra, and uninjured regions both caudal and rostral to the epicenter. Uninjured, naïve OL-Ribotag mice were used as controls. Control and dpi 42 samples were collected on the same day, i.e*.* 10 weeks after starting tamoxifen induction (16 weeks of age). As most mature OLs survive for at least 8 months of mouse life^21^, stable levels of Ribotag labeling are expected over a 10-week post-induction period.

After isolation of total spinal cord polysomes, OL polysomes were immunoprecipitated using anti-HA antibody. To verify their successful isolation, qPCR for neural cell marker transcripts was performed. As expected for translatomes from cells that are estimated to make about 20% of all spinal cord cells^22,23^, the average enrichment of an OL marker mRNA reached 5.89 fold change (FC) total RNA control (Fig. 1e). Conversely, several astrocytic, neuronal or microglial marker transcripts were depleted from OL translatome samples (median FC 0.52, 0.36 or 0.1, respectively, Fig. 1e). Such a differential enrichment pattern was observed across all samples indicating successful isolation of the OL translatome from spinal cord tissue of OL-Ribotag mice.

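The gene counts cover 24 libraries: 12 of total spinal cord RNA and 12 of RNA bound to the HA-tagged OL ribosomes, called OL from here on. Each of 4 groups (naive and dpi 2, 10 and 42 after T9 contusion) has n = 3 OL and n = 3 total libraries. Every tissue pool, from 2 mice that the paper describes as female, gave 1 library of each kind. Counts on genes in the naive group ran from 27739039 to 28552424 (median 28288146) in total RNA and from 31506966 to 31954139 (median 31867841) in OL. On dpi 2 they ran from 25840127 to 27753951 (median 26058954) and from 29075211 to 30743509 (median 29529138). Those of dpi 10 spanned 27135366 to 28097504 (median 27643104) and 30694911 to 31655773 (median 31457418), and those of dpi 42 spanned 28459123 to 29050061 (median 28503272) and 30851292 to 32987841 (median 31438509). The paper states an average of 37500000 sequenced reads per sample. All values here rest on the counts on genes. The authors aligned the reads to the mouse genome, counted them on genes and tested them with DESeq2, with OL and total RNA of the same tissue paired. Here the counts were fitted with edgeR in 1 model of 8 groups with TMM scaling, and q is the Benjamini-Hochberg adjusted p of its quasi-likelihood F test. A gene was tested if its counts over all libraries summed to at least 10, which left 17167 of 21965 genes. Choices that could change the numbers are the scaling, the limit on counts, the pairing and the set of groups in the fit. The sample labels give an age at injury of 10 to 12 weeks and the paper 8 to 10 weeks. For 1 OL and 1 total library of dpi 42 the description in the sample labels names another kind of RNA than the title and source. Their kind was taken from the column names of the count table, which follow the description. Both libraries of tissue pool 2 of dpi 2 hold 2414 to 2604 counts on the Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y, against at most 13 (median 0) in the 22 other libraries.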

RNASeq was then performed on all samples. 

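On log2 CPM (counts scaled to library size) of the 17167 tested genes, the first principal component held 53.8% of the variance. The 12 OL libraries scored 77.6 to 148 on it and the 12 total RNA libraries -124 to -82.5, so every OL library lay on the same side of every total RNA library. With the 500 most variable genes it was 61.6% on log2 CPM and 76.3% after the variance stabilizing transformation of DESeq2.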

The principal component analysis (PCA) of the resulting mRNA expression data revealed robust separation of samples that represented OL-enriched translatome vs. total RNA input with the PC1 accounting for 70% variance (Fig. 2a). 

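A second component held 13.5% of the variance and set the 6 naive libraries (-109 to -63.9) apart from the 18 SCI libraries (-5.63 to 61.9). The next component, with 5.29%, set the 6 libraries of dpi 2 (34.9 to 77.1) apart from the 18 others (-50.6 to 16.6). With the 500 most variable genes on the stabilized scale these shares were 16.4% and 3.43%.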

Further separation was also evident including that between naïve and SCI samples (PC2, 19% variance, Fig. 2a) or dpi 2 vs. other samples (PC3, 4% variance, Fig. 2a).

**Figure 2:**
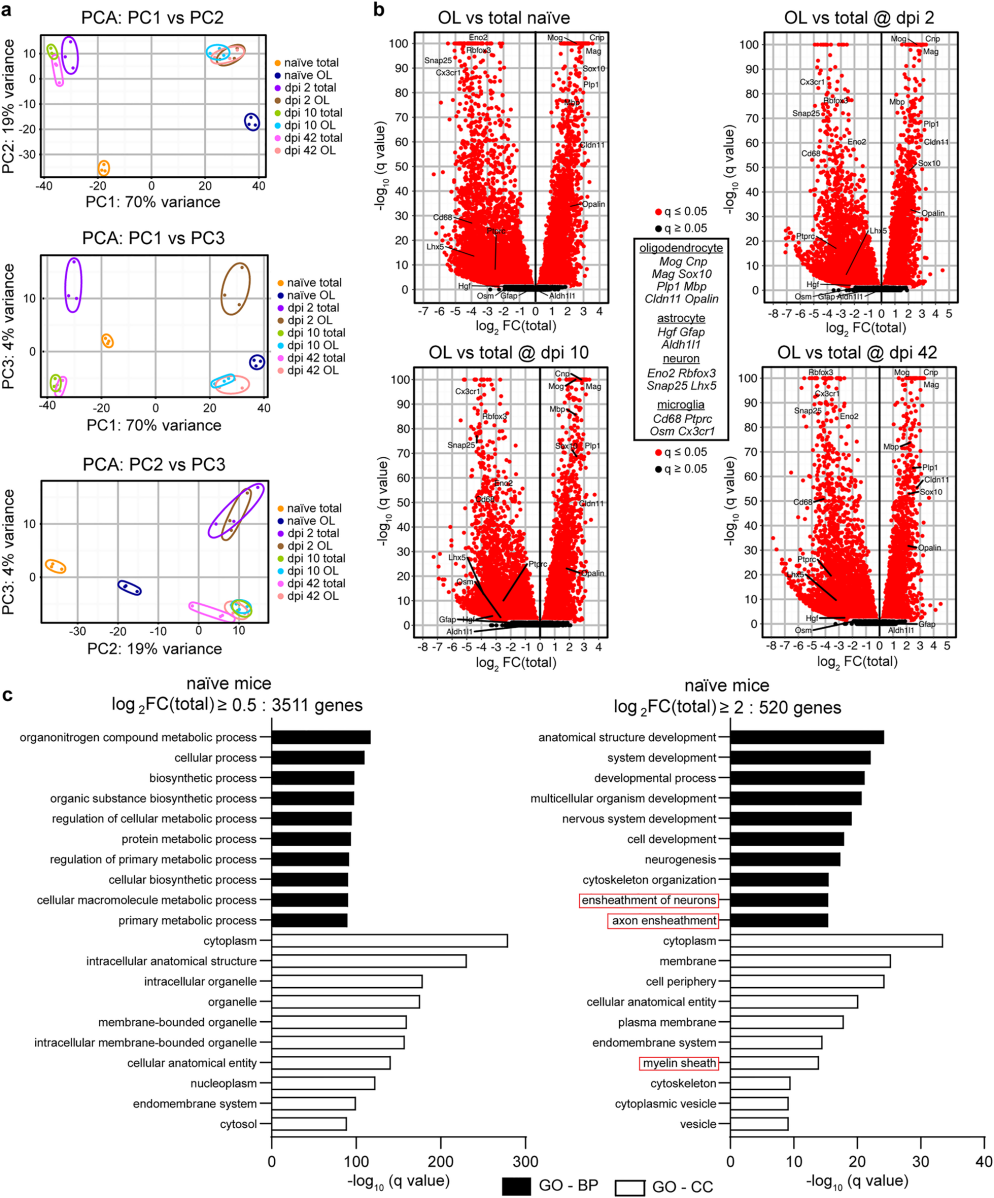
RNASeq confirms successful isolation of the OL translatome from intact or injured spinal cord tissue. Tamoxifen-induced OL-Ribotag mice received SCI and OL translatomes were immunopurified as described in Fig. 1. Following qPCR analysis of cell marker transcripts (Fig. 1e), mRNA expression in the OL translatome and corresponding total RNA samples was analyzed by RNASeq. (**a**) Principal component analysis (PCA) was performed across all samples and included mRNAs with a read count ≥ 10. Note that 70% of variance (PC1) was related to OL vs. total RNA origin followed by 19% (PC2) or 4% (PC3) due to effects of SCI across all time points or on dpi 2, respectively. (**b**) Volcano plots presenting all differentially expressed genes/mRNAs (DEGs) between OL vs. total RNA samples from the indicated groups. Note the significant OL enrichment or depletion of OL or microglia/neuron marker mRNAs across all groups, respectively. All OL DEGs are listed in Supplementary Table S1. (**c**) The top 10 most overrepresented gene ontology biological process (GO-BP) or cellular component (GO-CC) terms among OL-enriched mRNAs from naïve mice as determined by q value ranking. GOs related to OL function (red boxes) show a high level of overrepresentation when highly, but not moderately, enriched OL mRNAs are analyzed. Similar GO overrepresentation patterns emerged in OL DEGs from SCI samples (Supplementary Table S2).

Next, OL-enriched mRNAs were identified for each set of samples. As compared to total RNA inputs, OL enrichment of Log2FC(Total) > 0.5 was observed for 3,511, 3,302, 3,262, or 3,313 mRNAs in naïve, dpi 2, dpi 10 or dpi 42 samples, respectively (q < 0.05, Supplementary Table S1). 

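OL and total libraries (n = 3 each per group) gave 3733 genes with log2 fold change over 0.5 and q under 0.05 in naive tissue. On dpi 2, 10 and 42 there were 3525, 3641 and 3621 such genes. Scaling moved these counts most. With library sizes alone they were 2005, 1390, 1536 and 1687, and the median change over all genes shifted by -0.51, -0.57, -0.57 and -0.50.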

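In naive tissue all 8 OL markers plotted were higher in OL than in total RNA, with a median log2 fold change of 2.89. Of these, Mbp had 2.31 and Mag 3.40. The 4 neuron markers Eno2, Rbfox3, Snap25 and Lhx5 had a median of -4.11 (Rbfox3 -4.11, Snap25 -4.73), all with q under 0.05. Among the microglia markers, Cd68 had -4.19, Cx3cr1 -4.29 and Ptprc -2.63, and Osm, which had no count in any naive OL library, was at least 1.06-fold lower there. The median over these 4 was -4.24 (-3.41 with Osm at its bound). The astrocyte markers Hgf, Gfap and Aldh1l1 had a median of -0.28 and none had q under 0.05 or an unadjusted p under 0.05. Hgf had -2.29 (q = 0.117, or 0.0474 with the DESeq2 Wald test and 0.0203 in the fit over only the groups compared). Gfap had -0.28 (q = 0.756) and Aldh1l1 0.053 (q = 0.971), or -1.21 (q = 0.0283) without naive OL library 3.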

While established mRNA markers of mature OLs were enriched, mRNA markers of neurons, astrocytes or microglia were depleted (Fig. 2b). Gene ontology term enrichment analysis (GO) was performed for OL-enriched mRNAs (Fig. 2c and Supplementary Table S2). The top enriched GO terms did not include OL-specific biological processes (BPs) or cellular components (CCs, Fig. 2c). However, OL-specific GO-BPs/CCs such as axon ensheathment, myelination, or myelin sheath were highly overrepresented when the analysis focused on 520 mRNAs with highly selective OL expression as defined by Log_2_FC(Total) > 2, q < 0.05 (Fig. 2c). 

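With the limit at log2 fold change 2, 556 genes passed in naive tissue (q under 0.05, n = 3 OL and n = 3 total libraries). Leaving out 1 library or 1 tissue pool at a time gave 513 to 825 genes. Scaled by library sizes alone, 220 genes passed.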

A similar pattern of GO term enrichment was observed when analyzing OL-specific mRNAs from other samples sets including dpi 2, 10, or 42 (Supplementary Fig. S1 and Table S2). Therefore, OL translatomes were successfully isolated from both intact and injured spinal cords.

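After SCI the 8 OL markers stayed higher in OL than in total RNA, with medians of 2.66, 2.65 and 2.59 on dpi 2, 10 and 42 (all 8 with q under 0.05 each time). The neuron markers had medians of -3.15, -3.85 and -3.75. Of these, Eno2 moved from -4.12 in naive tissue to -2.71 on dpi 2, -2.47 on dpi 10 and -3.12 on dpi 42, and its differential OL enrichment was 1.41, 1.64 and 1.00 (q = 2.2e-04, 8.2e-05 and 0.0079). The microglia markers had medians of -3.63, -3.58 and -3.80, with 3, 4 and 3 of the 4 past -0.5 with q under 0.05. For Hgf, Gfap and Aldh1l1 the medians were -0.71, -0.86 and 0.37, and only Hgf was past -0.5 with q under 0.05, at each time point (q = 0.0496 on dpi 2). The authors conclude that OL translatomes were isolated from intact and injured tissue, because OL markers are enriched, markers of other cells are depleted and terms of OL function are overrepresented among the most enriched mRNAs.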

### Identification of differentially expressed OL genes after SCI

To compare SCI-mediated changes in OL-enriched translatomes, differentially expressed mRNAs were identified between OL SCI vs. OL naïve samples (|Log_2_FC/naïve/|> 1, q < 0.05). However, several well-established markers of microglia/monocyte-derived macrophages were identified as OL-upregulated after SCI (Fig. 3a). Those included such mRNAs as *Itgam/Cd11b*, *Cx3cr1*, and *Aif1/Iba1*, whose post-SCI protein expression has been confirmed in many studies to be microglia/macrophage-specific (as reviewed in Ref.^19,24^). 

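OL libraries of dpi 2 differed from naive OL libraries (n = 3 each) in 1754 genes that rose and 1176 that fell. On dpi 10 the numbers were 1170 and 217, and on dpi 42 1466 and 700. The share of rising genes was 59.9%, 84.4% and 67.7%. Library sizes alone as the scaling gave 2082 up and 798 down (72.3% up) on dpi 2 and 1693 up and 467 down (78.4% up) on dpi 42. Fitting only the groups compared lowered the counts most, to 1151 up and 645 down on dpi 2, 722 and 99 on dpi 10, and 709 and 365 on dpi 42. Without OL library 3 of dpi 42 the fall on dpi 42 counted 1201 genes.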

In support of being expressed mainly by inflammatory cells, all those marker transcripts remained OL-depleted after SCI and their OL de-enrichment did not change significantly (Fig. 3a). Moreover, extensive overlaps were observed between SCI-upregulated mRNAs from OL translatomes and the top 500-microglia-enriched mRNAs (Fig. 3b). Such findings suggest that some mRNAs that are present in OL translatome represent a contamination from non-OL cells, as recently shown in heterologous culture systems^25^. Such a non-specific co-purification with cell type-tagged ribosomes may be particularly relevant acutely after CNS injury when tissue cellularity changes and some mRNAs such as those expressed by the inflammatory cells become extremely abundant^10^. 

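For the 7 genes of the panel (Lyz2, Itgax, Itgam, P2ry6, Aif1, Trem2 and Cx3cr1) the median OL change was 2.79, 3.96 and 3.99 on dpi 2, 10 and 42, and the median change in total RNA was 2.68, 4.24 and 3.74. Itgam (chr7:128062640-128118491, GRCm38) rose in OL by 3.33, 3.17 and 2.41, Aif1 by 2.79, 3.96 and 3.99, and Cx3cr1 by 2.12, 2.62 and 2.34. In CPM, Cx3cr1 went from 2.79 ± 0.542 in naive OL to 12.1 ± 2.32 on dpi 2 (mean ± SD, n = 3). Itgax, with 0 to 19 counts in those 6 libraries, had 1.97 on dpi 2 (q = 0.0976). OL enrichment of the 7 genes had medians of -3.31, -3.73, -3.41 and -3.71 in naive tissue and on dpi 2, 10 and 42, all 7 with q under 0.05. Differential OL enrichment had medians of 0.13, 0.12 and 0.36, and no gene reached q under 0.05 or an unadjusted p under 0.05 at any time point. From mRNAs that rise in OL while they stay OL depleted, and from overlaps with microglial genes, the authors propose that some mRNAs of the OL translatome are contamination from other cells.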

To reduce interference by those potential contaminating transcripts, a two-arm filtration procedure was applied to differentially expressed mRNAs from OL translatomes (Fig. 3c, see “Material and methods” for further details). By taking into account not just the OL expression change but also differential- (arm 1) or constantly high (arm 2) OL enrichment, the filtration identified hundreds of mRNAs that represent high confidence components of OL gene expression response to SCI (Fig. 3c,d, Supplementary Table S3).

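After the 2 arms, 363 rising and 299 falling genes were left on dpi 2, 119 and 30 on dpi 10, and 199 and 124 on dpi 42. Over the time points together, 854 of 3891 changed genes passed. The split between directions depends on the scaling: rising genes were 54.8% on dpi 2 and 61.6% on dpi 42. Library sizes alone gave 216 up and 80 down (73.0% up) on dpi 42. TMM with a total RNA library as its reference, a setting chosen after seeing the values, gave 260 up and 398 down (39.5% up) on dpi 2 and 143 up and 192 down (42.7% up) on dpi 42. With arm 1 alone the numbers were 301 and 151 (66.6% up) on dpi 2, 94 and 10 (90.4% up, against 79.9% with both arms) on dpi 10, and 175 and 68 (72.0% up) on dpi 42.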

**Figure 3:**
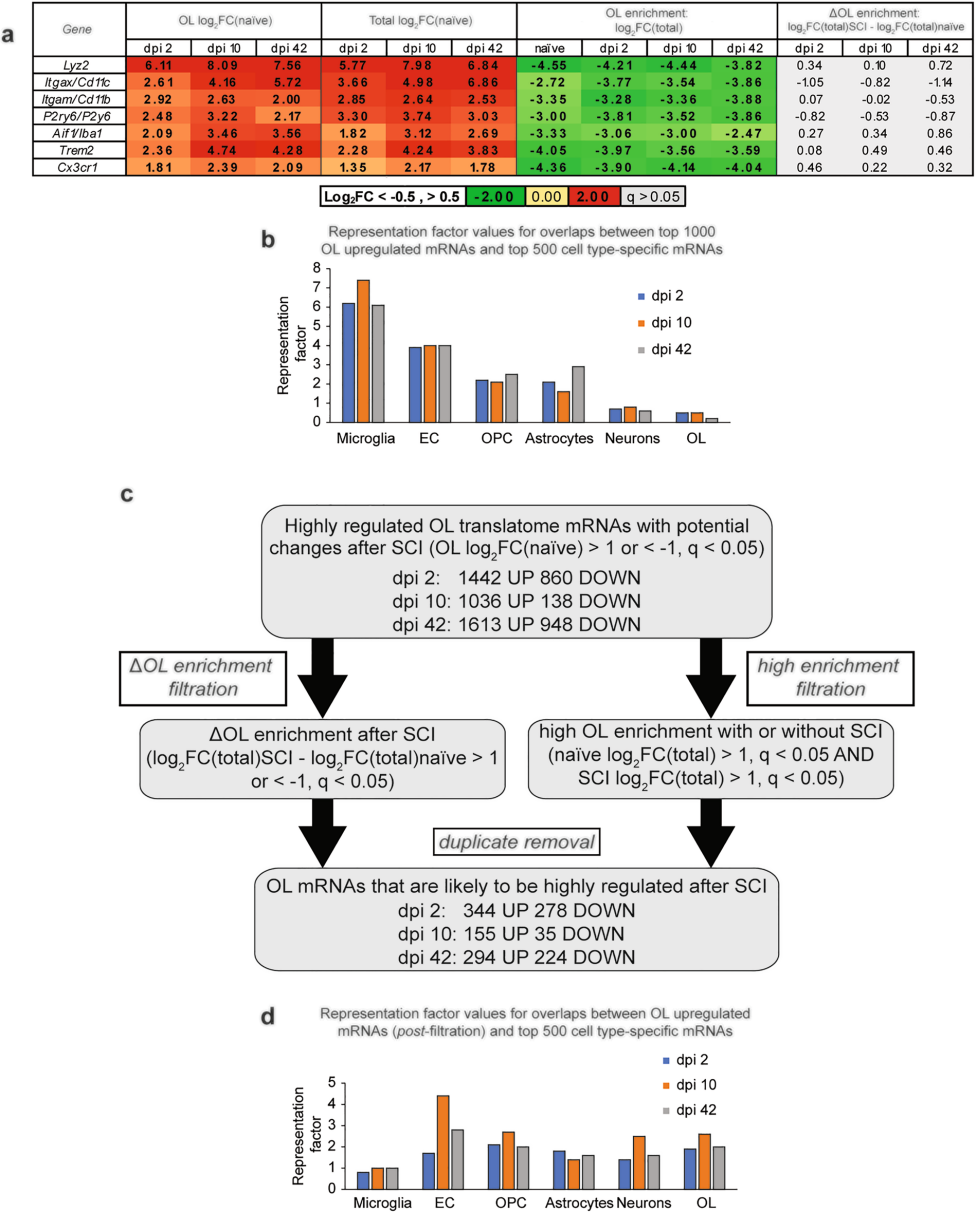
Determining OL gene expression response to SCI. Differential gene expression was analyzed in OL translatomes from SCI vs. naïve samples. (**a**,**b**) SCI OL translatome contamination with marker mRNAs of microglia/monocyte-derived macrophages. At each timepoint after SCI, the top 1000 highly upregulated transcripts (Log_2_FC/naïve/ > 1, q < 0.05) included several established markers of microglia and/or monocyte-derived macrophages (**a**). While sharply upregulated in total RNA samples, those microglial mRNAs were OL depleted and their OL de-enrichment was unaffected after SCI. (**b**) Significant overrepresentation of the top 500 microglia marker transcripts (Brain RnaSeq database) among OL-upregulated mRNAs after SCI, representation factor = 1 if the number of overlapping genes is as expected by a random chance (*OPC* oligodendrocyte precursor cells, *EC* endothelial cells). (**c**) Flow chart of the filtration procedure for high confidence identification of the SCI-upregulated component of the OL translatome. The two-arm filtration process was based on (i) differential OL enrichment after SCI or (ii) constantly high OL enrichment before and after SCI. In each case, OL expression analysis took into account changes in total RNA (see Text for more details, all identified highly regulated OL SCI DEGs are listed in the Supplementary Table S3). (**d**) After filtration, no overrepresentation of microglial marker mRNAs is present among OL mRNAs that are upregulated after SCI.

### Bioenergetic re-organization and reduced morphological complexity/connectivity as major components of OL-specific gene expression response to SCI

Among 344 highly upregulated transcripts on dpi 2, the top-enriched GO-BP terms included several broad categories such as those related to development, nervous system development, regulation of biological quality or signaling (Fig. 4a and Supplementary Table S4). 

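Of the genes rising on dpi 2 after the filtration, 301 passed arm 1 and 63 arm 2, with 1 in both, and their median log2 fold change was 1.70. In 348 of the 363 the 3 SCI libraries all lay above the 3 naive libraries. In 25 of them every naive OL library had 3 counts or fewer. The number was 222 without naive OL library 2, 241 without tissue pool 3 of dpi 2, and at most 492 in the fits with 1 library or pool left out. The smallest unadjusted p belonged to Serpina3n (chr12:104406729-104414329, GRCm38), up 6.99 (q = 5.0e-14), then Spp1 (chr5:104435118-104441050), up 5.42 (q = 1.9e-12), and Fxyd7 (chr7:31042513-31051467), up 3.26 (q = 4.1e-12). Spp1 went from 4.91 ± 0.547 to 210 ± 37.6 CPM in OL and from 142 ± 18.6 to 2963 ± 449 in total RNA (mean ± SD, n = 3). Its OL level thus stayed far below that of total RNA. Arm 1 does not ask for OL enrichment, so passing it does not exclude mRNA from other cells. Fxyd7 went from 6.16 ± 0.272 to 59.0 ± 12.4 CPM in OL.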

More specificity emerged among top enriched GO-CC, GO-MF, and KEGG pathway terms. Those included such mitochondrial function-associated GOs as inner mitochondrial membrane, mitochondrion, proton-transporting ATP synthase activity, oxidative phosphorylation, or thermogenesis. Interestingly, eight components of the mitochondrial respirasome were highly upregulated (Log_2_FC(naïve) > 1, Fig. 4b). Moreover, 30 additional respirasome genes were found when the OL upregulation threshold was lowered to Log_2_FC(naïve) > 0.5 (q < 0.05, Fig. 4b). Together, over 55% of 68 OL-expressed mitochondrial respirasome genes (GO:0005746) were upregulated with median Log_2_FC(naïve) = 0.87 (q < 0.05) suggesting a coordinated response to increase oxidative phosphorylation.

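The 50 genes of the respirasome panel had a median OL change of 0.81 on dpi 2. Of these, 49 lay above 0, 39 were over 0.5 with q under 0.05 and 13 over 1. Adjusted over the list alone, 44 had q under 0.05, but the study chose the panel on these samples, so that count is not independent. For a list of 61 respiratory chain subunits chosen without these samples, the median was 0.75, with 55 genes above 0 and 40 over 0.5 with q under 0.05 (51 with q under 0.05 over the list alone). A competitive test with an assumed correlation of 0.01 between genes (limma camera, adjusted over 144 tests) gave p = 2.9e-14 for the list, the rotation test fry gave p = 6.1e-06, and camera with the correlation estimated from the data gave p = 0.103. These subunits are short genes, and 558 of 10000 random lists matched on expression, length and GC content had a median as high. With a length and GC offset fitted to each library the list median was -0.0203. The mean log2 CPM of the list went from 6.02 ± 0.12 in naive OL to 6.66 ± 0.11 on dpi 2 OL (mean ± SD, n = 3). The paper proposes a coordinated response that raises oxidative phosphorylation, because most of the expressed respirasome genes rise together.

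**Figure D1:**
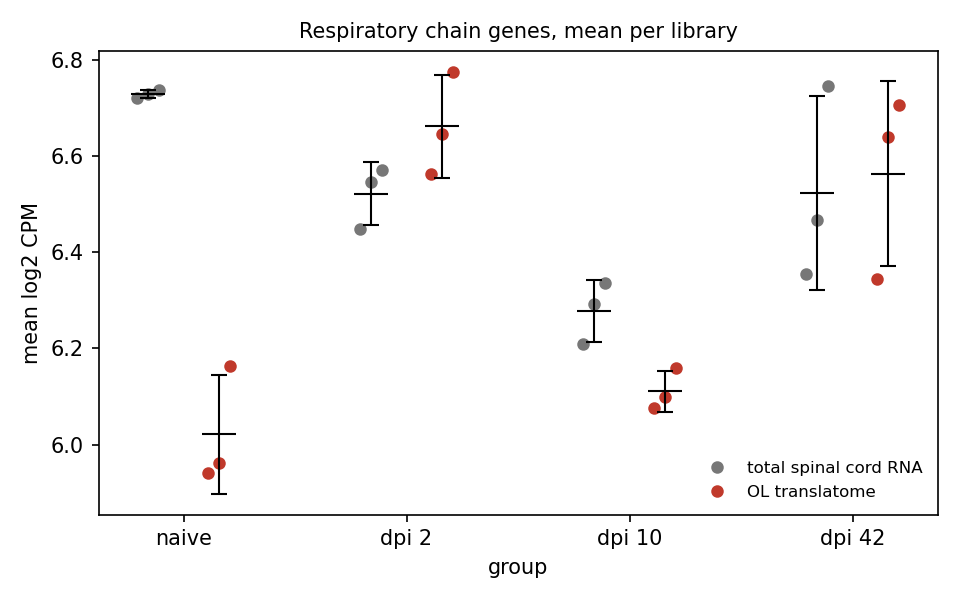
Mean log2 CPM of the 61 respiratory chain genes (y axis) in each library of the 4 groups (x axis), total RNA in grey and OL in red, with black mean ± SD of n = 3. OL libraries rise from 6.02 in naive tissue to 6.66 on dpi 2, return to 6.11 on dpi 10 and rise to 6.56 on dpi 42, while total RNA falls from 6.73 to 6.28 on dpi 10.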

**Figure 4:**
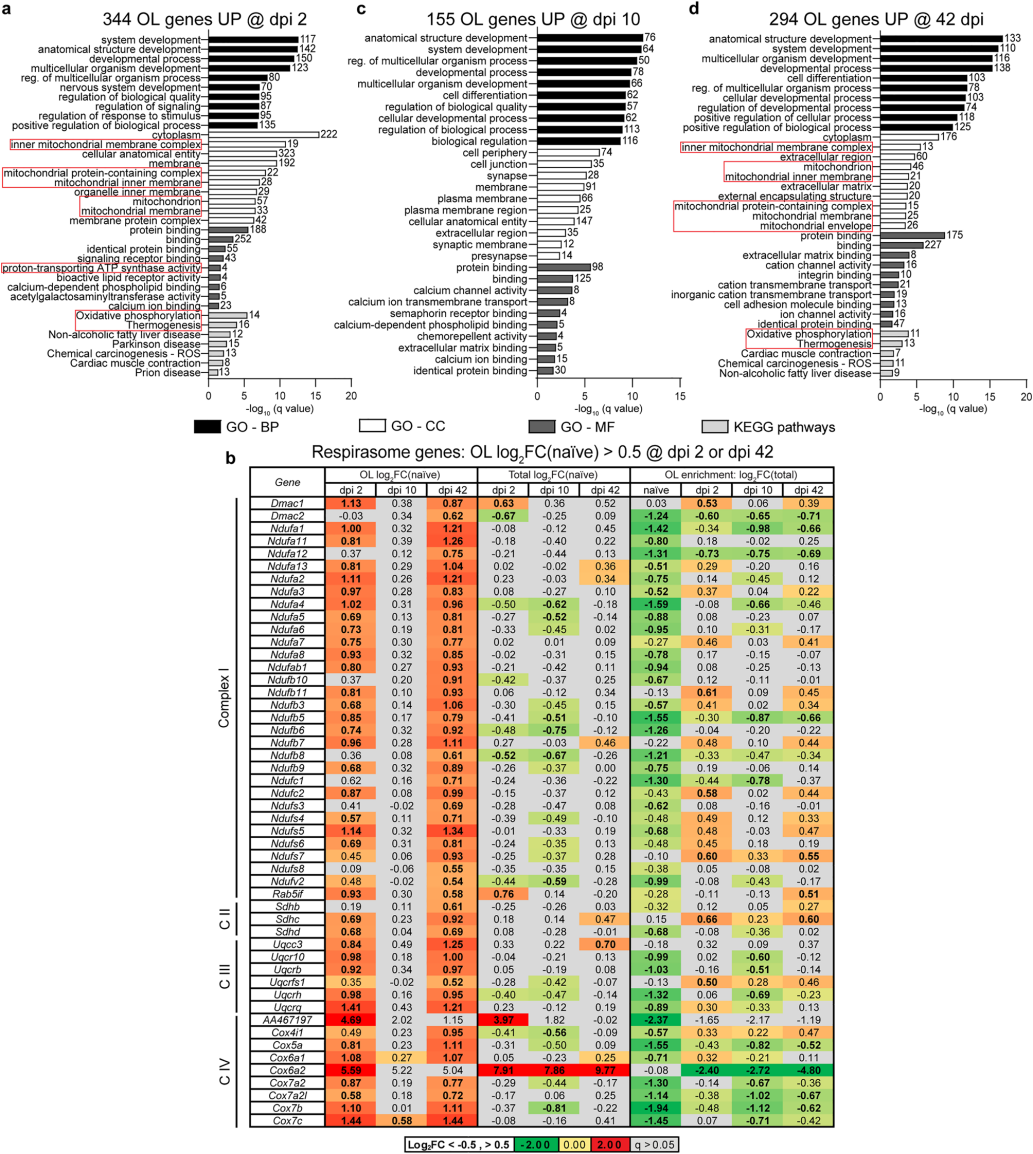
The OL response to SCI includes biphasic upregulation of mitochondrial respirasome genes. (**a**,**c**,**d**) Overrepresented GOs (top 10/category) among high confidence OL translatome mRNAs that are highly upregulated after SCI (Log_2_FC/naïve/ > 1, q < 0.05, and two-arm filtration /Fig. 3c/). Several GOs related to mitochondria are overrepresented on dpi 2 and 42, but not dpi 10 (red boxes). MF- molecular function. (**b**) Fifty out of 68 mitochondrial respirasome genes that are OL-expressed are also OL upregulated on dpi 2 and/or 42 (Log_2_FC/naïve/ > 0.5, q < 0.05, bold). In most cases, their total spinal cord expression is unaffected (q > 0.05, grey cells). Therefore, the biphasic upregulation of mitochondrial respirasome genes is OL-specific. In naïve mice, most of those upregulated genes are OL depleted (Log_2_FC/Total/ < − 0.5, q < 0.05, bold), which is consistent with reduced activity of oxidative phosphorylation in mature OLs.

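In total RNA the 50 panel genes had medians of -0.17, -0.40 and -0.13 on dpi 2, 10 and 42. With q under 0.05, 5 rose and 8 fell on dpi 2, 1 rose and 29 fell on dpi 10, and 1 rose and 6 fell on dpi 42. The 61-gene list had -0.24, -0.47 and -0.19. For that list camera of limma gave adjusted p = 0.0159, 4.6e-10 and 0.0014, the rotation test gave 0.0404, 2.1e-04 and 0.0507, and camera with estimated correlation gave p = 0.564, 0.172 and 0.456. On dpi 2 the value for total RNA depends on the TMM reference and was -0.0931 in all 12 fits without 1 of the OL libraries. The panel's differential OL enrichment had medians of 0.89, 0.57 and 0.82, with 42, 20 and 41 genes at q under 0.05, all upward. In the 61-gene list 61, 61 and 60 genes lay above 0, and 0 of 10000 matched lists reached its median on dpi 2, on dpi 10 or on dpi 42. The authors conclude that the biphasic rise is specific to OLs, because most of these genes are unaffected in total RNA.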

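In naive tissue the 50 panel genes had a median OL enrichment of -0.69, with 32 under -0.5 at q under 0.05 and 2 above 0. On dpi 2, 10 and 42 the medians were 0.15, -0.12 and 0.11. Of the 61 respiratory chain genes, 39 were under -0.5 at q under 0.05 in naive tissue. The panel genes are short (median 1234 bp), and short genes in general were lower in naive OL. Among genes over 2 CPM, the 189 shortest had a median of -0.64, the next 1213 -0.25 and the 2534 longest -0.10. After SCI the 189 shortest had 0.08, -0.29 and 0.15. Length may thus account for a part of the naive depletion. How large a part stays open, because no matched lists were drawn for OL enrichment within a group.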

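On dpi 10, 94 of the 119 rising genes passed arm 1 and 25 arm 2. The 3 SCI libraries lay above the 3 naive ones in 118 of them, and 12 had at most 3 counts in every naive OL library. Leaving out tissue pool 2 or 3 of dpi 10 lowered the number to 77 or 78, and leaving out naive OL library 3 raised it to 210, or to 180 with the whole of naive pool 3. The smallest unadjusted p belonged to Serpina3n, up 5.66 (q = 1.0e-12), Fxyd7, up 3.22 (q = 5.1e-12) to 57.4 ± 3.13 CPM, and Slc9a3r2 (chr17:24639286-24650327, GRCm38), up 2.56 (q = 2.6e-10). Slc9a3r2 went from 15.0 ± 1.10 to 88.0 ± 13.8 CPM in OL (mean ± SD, n = 3).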

On dpi 10, 155 highly upregulated mRNAs showed greatest overrepresentation of several broad GO-BP terms that were related to development (Fig. 4c and Supplementary Table S4). In addition, enrichment of synapse-related GO-CCs was observed (Fig. 4c). Upregulation of synapse-associated transcripts could represent an attempt to re-establish OL-axonal synapses that were likely lost during the acute phase of SCI-associated axonal injury^26^. 

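Of the 199 genes rising on dpi 42, 175 passed arm 1 and 27 arm 2, with 3 in both. Their median log2 fold change was 1.66, the libraries were fully separated in 190 of them, and 11 had at most 3 counts in every naive OL library. This number moves with single libraries more than that of the other time points. It was 96 without the OL library of dpi 42 that carries no replicate number, 103 without naive OL library 2, 132 without naive OL library 1 and 452 without naive OL library 3. Fxyd7 had the smallest unadjusted p, up 4.26 (q = 1.2e-13) to 118 ± 10.7 CPM, followed by Serpina3n, up 4.99 (q = 2.3e-12), and S100a1 (chr3:90511034-90514392, GRCm38), up 2.17 (q = 1.1e-10). In OL, S100a1 went from 184 ± 18.9 to 828 ± 131 CPM (mean ± SD, n = 3).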

Development remained a top-enriched GO-BP theme among 294 highly upregulated mRNAs on dpi 42 (Fig. 4d and Supplementary Table S4). In addition, high enrichment of mitochondria-associated GOs was found including the GO-CC or KEGG pathway terms mitochondrial inner membrane, mitochondrion, oxidative phosphorylation and thermogenesis (Fig. 4d). On dpi 42, both the spectrum and scale of mitochondria-related mRNA upregulations appeared to be even greater than that on dpi 2. Specifically, 48 mitochondrial respirasome genes were upregulated in OLs on dpi 42 (Log_2_FC(naïve) > 0.5, q < 0.05, Fig. 4b) with median Log_2_FC(naïve) = 0.95). These data suggest that on dpi 42, OL metabolism is again reorganized to favor oxidative phosphorylation.

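The 50 panel genes had medians of 0.19 on dpi 10 and 0.68 on dpi 42. On dpi 10, 2 genes were over 0.5 with q under 0.05, and on dpi 42 there were 38, with 4 over 1. For the 61-gene list the medians were 0.14 and 0.63, with 1 and 40 genes over 0.5, and 176 of 10000 matched lists had a median as high on dpi 42. With the length and GC offset the 61-gene medians were -0.12 on dpi 10 and -0.0203 on dpi 42, and that of the panel on dpi 10 was -0.0377. The panel medians of dpi 2 and 42 did not change direction with the offset. OL libraries of dpi 2 against those of dpi 42 differed by a panel median of 0.13, with 37 of 50 genes above 0. For that comparison 5 genes were higher on dpi 2 and 1 on dpi 42 with q under 0.05, none when adjusted over the list alone and 13 with an unadjusted p under 0.05. The paper states that spectrum and scale of these rises appear greater on dpi 42 than on dpi 2 and proposes that OL metabolism again favours oxidative phosphorylation.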

On dpi 2, 278 highly downregulated mRNAs from the OL-enriched translatome showed high level enrichment for several broadly defined GO-BP terms that are associated with development (Fig. 5a and Supplementary Table S4). In addition, several top enriched GO-BP, GO-CC, and GO-MF terms were related to cytoskeleton organization, cell projection organization, cell periphery, cell projections, cell junctions and actin cytoskeleton. 

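On dpi 2, 151 of the 299 falling genes passed arm 1 and 155 arm 2, with 7 in both and a median log2 fold change of -1.44. All 3 SCI libraries lay below the 3 naive ones in 289 of them, and none was at 3 counts or fewer in every naive OL library. Scaling by library sizes alone left 190 genes. Without naive OL library 3 there were 500, without OL library 1 of dpi 2 there were 488, and without OL library 3 of dpi 2 there were 480. The smallest unadjusted p belonged to Usp30 (chr5:114065461-114124720, GRCm38), which fell from 202 ± 19.0 to 45.0 ± 9.11 CPM (log2 -2.16, q = 3.3e-11). Clmn (chr12:104763117-104865076) went from 307 ± 40.2 to 58.0 ± 8.06 CPM (-2.40, q = 6.4e-11) and Fnbp1 (chr2:31026206-31142008) from 1751 ± 154 to 516 ± 60.0 CPM (-1.76, q = 8.7e-11; mean ± SD, n = 3).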

While GO-BP cell adhesion (GO:0007155) was not among top enriched terms, 40 out of 271 genes in that category were also down with Log_2_FC(naïve) < − 1, − log(q) = 5.06). Such a functional profile of downregulated genes suggests adaptive changes to reduced morphological complexity of OLs and/or OL disconnection from other cells/extracellular matrix. Myelin sheath loss and disconnection from axons may be major drivers of these changes.

**Figure 5:**
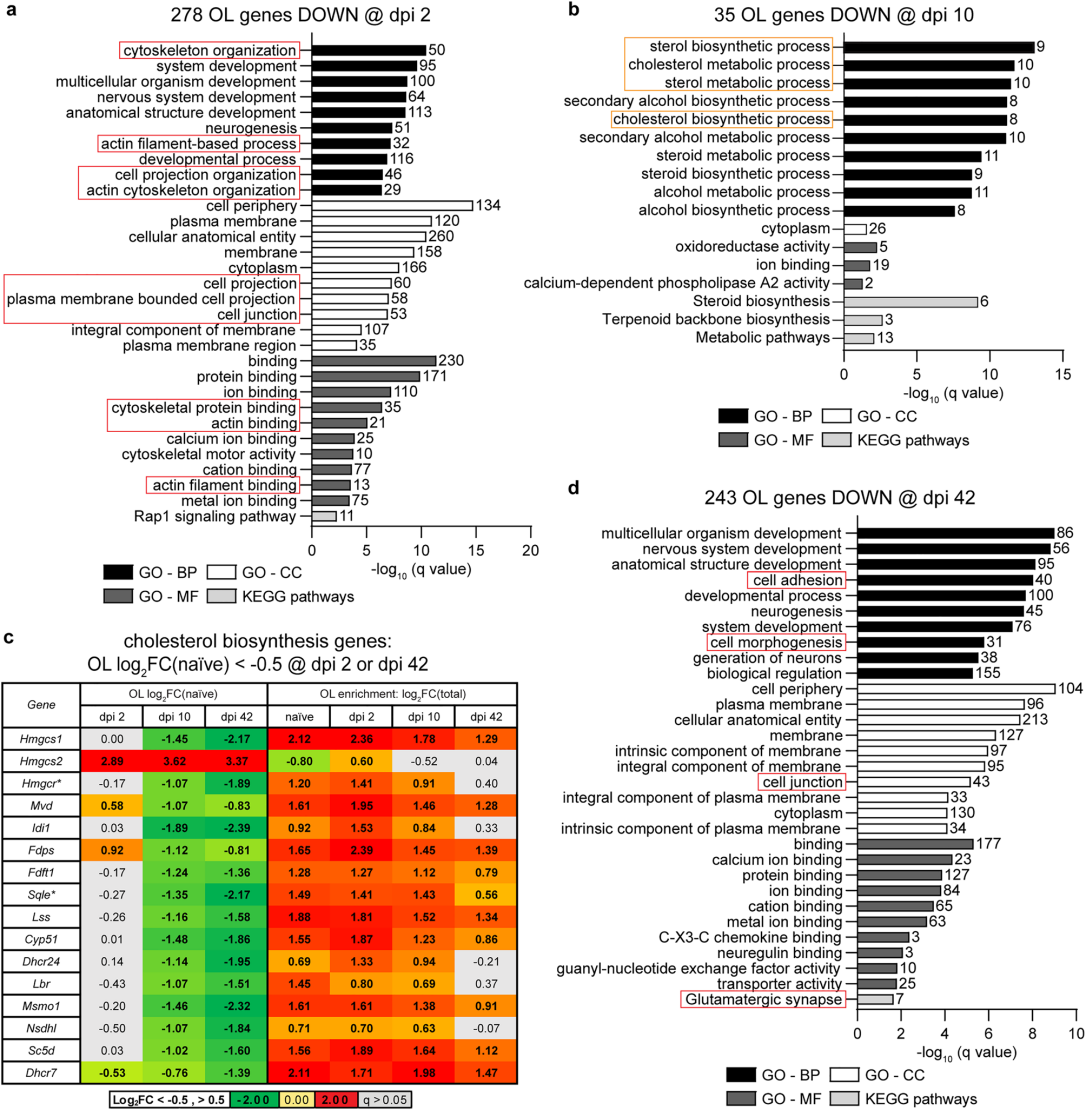
The OL response to SCI includes time-dependent downregulation of genes associated with morphological complexity, cell junctions, and cholesterol biosynthesis. (**a**,**b**,**d**) Overrepresented GOs (top 10/category) among high confidence OL translatome mRNAs that are highly downregulated after SCI (Log_2_FC/naïve/ < − 1, q < 0.05, and two-arm filtration /Fig. 3c/). On dpi 2 and 42, GOs associated with morphological complexity and cell junctions/cell adhesion are overrepresented (red boxes). On dpi 10, the top overrepresented GOs are related to cholesterol biosynthesis (orange boxes). (**c**) Fifteen out of 23 cholesterol biosynthesis genes that are OL-expressed are also OL downregulated on dpi 10 and 42 (Log_2_FC/naïve/ < − 0.5, q < 0.05, bold). All those downregulated genes are OL-enriched in naïve, dpi 2 and dpi 10 animals (Log_2_FC/Total/ > 0.5, q < 0.05, bold). For several of them, OL enrichment is lost by dpi 42 (q > 0.05, grey cells). Genes whose products are critical regulators of cholesterol biosynthesis are indicated (*). The chart of the cholesterol biosynthesis pathway with post-SCI changes in OLs is shown in Supplementary Fig. S2.

Although only 35 genes were highly downregulated in OLs on dpi 10, they showed significant overrepresentation of GO terms related to sterol biosynthesis (Fig. 5b and Supplementary Table S4). 

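Of the 30 falling genes on dpi 10, 10 passed arm 1 and 21 arm 2, with 1 in both, and 28 had fully separated libraries. Their median log2 fold change was -1.21. Fitting only the groups compared gave 48 genes and library sizes alone gave 15. Among the genes with the smallest unadjusted p were Cyp51 (chr5:4081145-4104746, GRCm38), from 456 ± 66.8 to 181 ± 5.02 CPM (log2 -1.34, q = 3.9e-07), and Lss (chr10:76531588-76557138), from 186 ± 30.0 to 81.9 ± 8.67 CPM (-1.19, q = 2.8e-06; mean ± SD, n = 3).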

When data for all 23 OL-expressed components of the cholesterol biosynthesis superpathway were analyzed, 15 genes were downregulated (median Log_2_FC(naïve) = − 1.14, q < 0.05) and just one (*Hmgcs2*) was upregulated (Fig. 5c, Supplementary Fig. S2). Importantly, downregulated genes included two critical regulators of cholesterol biosynthesis *Hmgcr* and *Sqle* (Fig. 5c, Supplementary Fig. S2). Both genes remained downregulated on dpi 42 (Fig. 5c). 

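The 15 genes that fall on dpi 10 in the panel had median OL changes of -0.0867 on dpi 2, -1.19 on dpi 10 and -1.65 on dpi 42. None was past -0.5 with q under 0.05 on dpi 2, and all 15 were on dpi 10 and on dpi 42. Library sizes alone turned the median of dpi 2 to 0.0818. Sqle (chr15:59315077-59331192, GRCm38) changed by -0.29 (q = 0.221), -1.31 (q = 2.8e-05) and -2.31 (q = 2.8e-08), from 320 ± 57.8 CPM in naive OL to 128 ± 3.99 on dpi 10 and 64.4 ± 11.0 on dpi 42 (mean ± SD, n = 3). A longer list of 23 cholesterol biosynthesis genes had medians of 0.0202, -1.01 and -1.43. The first of these lay below 0 in 10 of 24 fits with 1 library left out (-0.18 without naive OL library 3). Of these genes 17 fell past -0.5 with q under 0.05 on dpi 10 and 19 on dpi 42 (17 and 20 when adjusted over the list alone). Camera gave adjusted p = 0.592, 3.3e-15 and 2.1e-15, fry p = 0.518, 2.6e-06 and 1.3e-08, and camera with estimated correlation p = 0.836, 0.0171 and 0.0163.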

Importantly, all downregulated cholesterol biosynthesis genes showed OL-enriched expression in naïve, dpi 2, or dpi 10 mice with median log_2_FC(Total) = 1.55, 1.61, or 1.39, respectively (q < 0.05, Fig. 5c). Such an expression pattern is consistent with a critical role of cholesterol synthesis in long term maintenance of myelin and survival of mature OLs^27^. Therefore, downregulation of cholesterol biosynthesis may represent an adaptive response to loss of myelinated axons/myelin sheaths acutely post-SCI. It may also contribute to OL apoptosis subacutely post-SCI^4,5^.

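The 15 falling genes had median OL enrichment of 1.62 in naive tissue, 1.66 on dpi 2, 1.46 on dpi 10 and 0.94 on dpi 42. Of all 16 genes of the panel, 15 were over 0.5 with q under 0.05 in naive tissue and on dpi 2 and 10, and 10 on dpi 42. Sqle went from 1.57 to 0.58 between naive tissue and dpi 42. Total RNA fell as well, with medians of -0.19, -1.01 and -0.99 on dpi 2, 10 and 42 over the 16 genes, 14 of them past -0.5 with q under 0.05 on dpi 10 and on dpi 42. Differential OL enrichment on dpi 42 had a median of -0.64, with 7 genes down at q under 0.05. From the enrichment and the later fall of these genes the authors propose an adaptive response to the loss of myelinated axons and sheaths, which may also contribute to OL apoptosis.

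**Figure D2:**
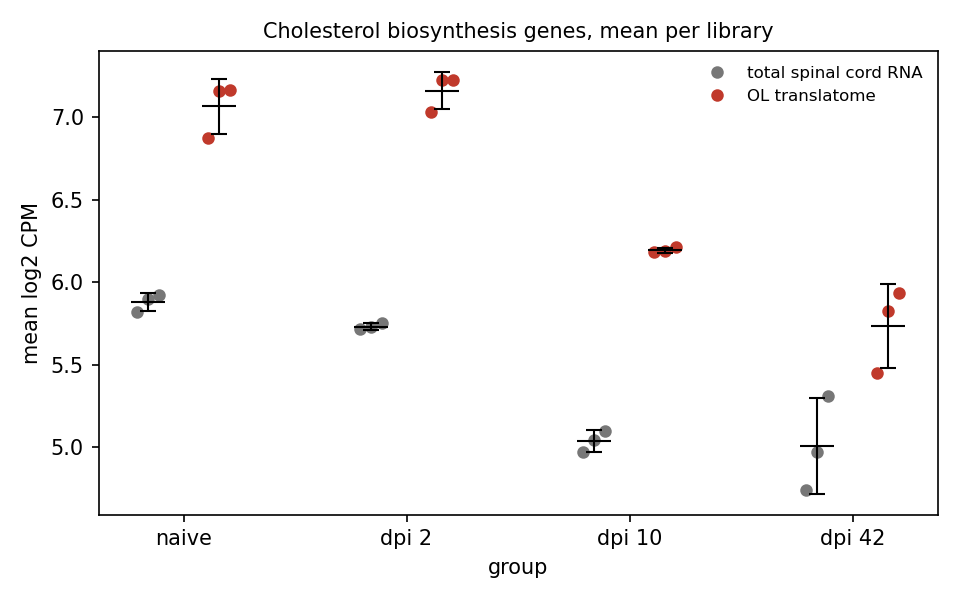
Mean log2 CPM of the 23 cholesterol biosynthesis genes (y axis) in each library of the 4 groups (x axis), total RNA in grey and OL in red, with black mean ± SD of n = 3. OL libraries hold 7.07 in naive tissue and 7.16 on dpi 2 and fall to 6.19 on dpi 10 and 5.73 on dpi 42.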

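Of the 124 falling genes on dpi 42, 68 passed arm 1 and 60 arm 2, with 4 in both. Their median log2 fold change was -1.42 and 121 had fully separated libraries. Without OL library 3 of dpi 42 the number was 382, without naive OL library 3 it was 293, and without tissue pool 2 of the naive group it was 70. It was 190 to 219 without any 1 OL library of dpi 2 or dpi 10 or OL library 2 of dpi 42. Among the genes with the smallest unadjusted p were Lss, down to 59.5 ± 6.33 CPM (log2 -1.65, q = 4.2e-08), and Hmgcs1 (chr13:119690379-119708260, GRCm38), from 1826 ± 250 to 405 ± 76.4 CPM (-2.17, q = 5.9e-08; mean ± SD, n = 3).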

Top-enriched GOs for 224 transcripts that were highly downregulated on dpi 42 included several broadly defined terms such as development, biological regulation or binding (Fig. 5d and Supplementary Table S4). In addition, cell adhesion, cell junction and glutamatergic synapse were also enriched (Fig. 5d and Supplementary Table S4). This cell disconnection-like response resembles that observed on dpi 2. Collectively, GO analysis of OL-specific gene expression suggests a bioenergetic shift towards oxidative phosphorylation and reduction of morphological complexity/cell connectivity both acutely and subchronically post-SCI. At least subchronically, stress adaptation and OL survival is the likely outcome of such changes as most OL loss occurs during acute/subacute phases of the SCI recovery^4,5^. However, those surviving OLs appear to undergo protracted degeneration including putative disconnection from axons.

### Identifying candidate regulators of acute OL loss

After SCI, most OL loss occurs at the injury epicenter 24–48 h post SCI^4,5^. Subacutely (dpi 7-dpi 21), additional OL loss via apoptosis is found in areas rostral and caudal from the epicenter^4,5^. No major OL loss has been reported beyond dpi 28^4,5^. Thus, OL mRNAs with acute post-SCI upregulation on dpi 2, but decreasing expression on dpi 42, may include major regulators of SCI-associated OL loss. 

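Of the rising genes on dpi 2, 111 were not up on dpi 42 at q under 0.05 and 144 had a level on dpi 42 more than 1 log2 unit lower, with 83 meeting both. The union of these conditions held 172 genes. In 14 of them every naive OL library had 3 counts or fewer. With 1 library or 1 pool left out the union held 123 to 216 genes.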

Of 344 highly upregulated OL translatome mRNAs on dpi 2, 148 were either not significantly upregulated on dpi 42, or their dpi 42 levels were at least two-fold lower than on dpi 2 (Fig. 6a, Supplementary Table S5). GO analysis of those OL loss-associated mRNAs revealed enrichment for GO-BP terms related to cell signaling (Fig. 6b, Supplementary Table S5). Those included response to stimulus, regulation of cell communication, regulation of signaling, and signal transduction. Cell death-associated GO-BP terms were also moderately enriched (e.g. GO:1901214, regulation of neuron death, 12/381 genes, − log(q) = 2.80, Supplementary Table S5).

**Figure 6:**
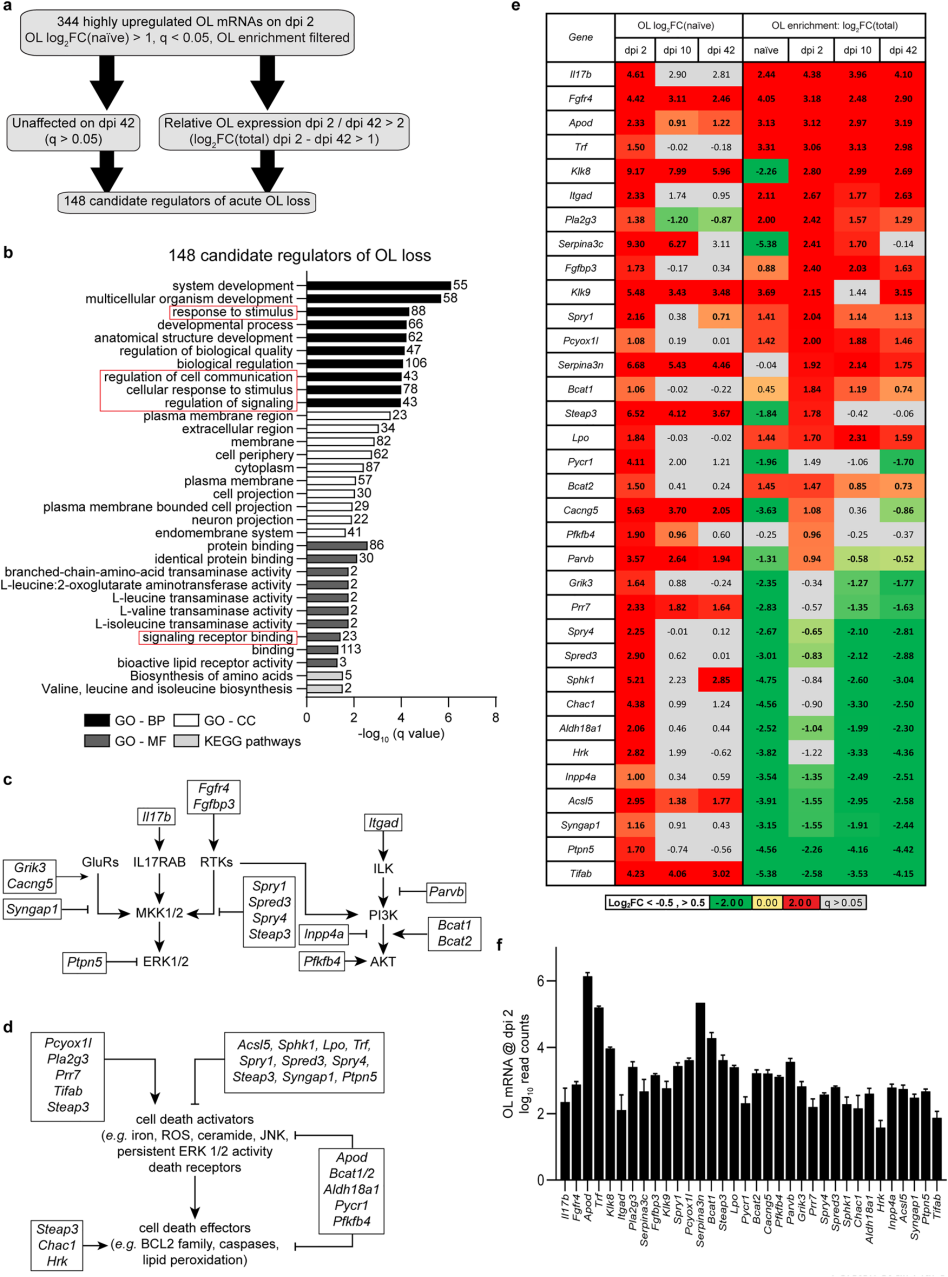
Identifying candidate regulators of OL loss after SCI. (**a**) To identify likely candidate gene regulators of OL loss, OL translatome mRNAs that were highly upregulated on dpi 2 were further analyzed to identify those whose expression normalized or declined at least twofold on dpi 42 when OL numbers stabilize and when little OL death has been reported (see text for details). (**b**) Overrepresented GOs (top 10/category) among candidate gene regulators of OL loss include several GO terms that are related to signaling (red boxes). (**c**,**d**) Literature-based analysis of candidate genes identified upregulated regulatory components of the survival signaling pathways including ERK and PI3K-AKT (**c**) as well as cell death activators and effectors (**d**). OL-upregulated genes are marked by black boxes. (**e**) OL translatome expression and OL enrichment of potential OL loss regulators that are listed in (**c**,**d**). Their dpi 2 read counts are shown in (**f**). In (**e**), genes with SCI-associated expression change or OL enrichment/depletion |Log_2_FC|> 0.5 are in bold (q < 0.05); non-significant effects are marked by grey cells (q > 0.05). In (**f**), log_10_ averages ± SD are shown. The full list of candidate genes and detailed results of GO analysis are in the Supplementary Table S5.

Literature analysis was performed to identify which of 148 acute-phase-specific mRNAs are likely regulators of OL loss. Interestingly, several of those transcripts encoded components of the two major OL survival signaling cascades: the ERK1/2 MAP kinase pathway and the PI3K-AKT pathway^28–30^ (Fig. 6c,e,f). Both positive and negative regulators of those pathways were upregulated (Fig. 6c). In case of the ERK1/2 MAP kinase pathway, increased activity of the glutamate receptor (*Grik3*, *Cacng5*)^31^ or receptor tyrosine kinase-mediated inputs (*Fgfr4*, *Fgfbp3*)^32^ appeared to be opposed by upregulation of negative regulators of RAS/RAC1-mediated activation of MKK1/2 (*Syngap1*^33^*, Spry1, Spred3, Spry4*^34^*, Steap3*^35^) or the ERK1/2 phosphatase *Ptpn5*^36^. 

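The genes given here rose in OL on dpi 2 (n = 3 against n = 3, log2 fold change ± SE). Fgfr4 (chr13:55152640-55168759, GRCm38) rose by 4.33 ± 0.67 (q = 2.6e-05), from 1.32 ± 0.385 to 26.5 ± 5.46 CPM, and Fgfbp3 by 1.72 ± 0.24 (q = 6.8e-06). Cacng5 rose by 5.09 ± 0.34 (q = 4.5e-10), from 1.70 ± 0.933 to 57.9 ± 16.3 CPM, and Grik3 by 1.35 ± 0.25 (q = 2.1e-04), from 9.27 ± 0.458 to 23.6 ± 7.19 CPM. Among the negative regulators, Spry1 rose by 2.03 ± 0.17 (q = 1.1e-08), Spred3 by 2.66 ± 0.20 (q = 1.6e-09), Spry4 by 1.76 ± 0.29 (q = 5.0e-05) and Ptpn5 by 1.75 ± 0.21 (q = 1.5e-06). OL enrichment on dpi 2 was positive for Fgfr4 (3.01), Fgfbp3 (2.45), Spry1 (2.12) and Cacng5 (1.14). It was negative for Spred3 (-0.77) and Ptpn5 (q = 1.3e-08), and not past q = 0.05 for Grik3 (-0.24, q = 0.418) and Spry4 (-0.59, q = 0.0738). The negative regulator Steap3 rose as well.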

In the case of the PI3K-AKT pathway, enhanced inputs (*Fgfr4*, *Fgfbp3*, *Itgad*, *Bcat1/Bcat2*, *Pfkfb4*)^37–39^ were opposed by upregulation of negative regulators including *Parvb*^40^ and *Inpp4a*^41^. 

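OL changes on dpi 2 (log2 ± SE) were 0.95 ± 0.20 for Bcat1 (q = 7.0e-04), 1.50 ± 0.21 for Bcat2 (q = 7.9e-06), 1.90 ± 0.21 for Pfkfb4 (q = 3.3e-07), 3.42 ± 0.19 for Parvb (q = 6.4e-11) and 1.03 ± 0.20 for Inpp4a (q = 2.3e-04). Itgad rose by 2.06 ± 0.77 (q = 0.0389), with 39 to 292 counts in the OL libraries of dpi 2. Its q passed 0.05 in 4 of 24 fits with 1 library left out (naive OL library 1 or 2, or OL library 1 or 2 of dpi 2), in the fit over only the groups compared and with the replicate block. With pools nested in groups and the change taken at pool 3, a setting chosen after seeing the values, Itgad changed by -0.29 (q = 0.849). OL enrichment on dpi 2 was 2.75 for Itgad, 1.96 for Bcat1, 1.54 for Bcat2, 1.02 for Parvb, 0.99 for Pfkfb4 and -1.28 for Inpp4a. In CPM, Parvb went from 12.0 ± 1.82 in naive OL to 128 ± 29.3 on dpi 2 (mean ± SD, n = 3).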

Interestingly, OL upregulation of the pro-survival cytokine *Il17b*^42^ may represent an autocrine/paracrine stress survival mechanism as the IL17b receptor mRNA (*Il17rb)* is highly OL-enriched both in uninjured and contused spinal cord (Log_2_FC(Total) = 2.40, 2.87, 2.34, or 2.51 for naïve, dpi 2, 10, or 42, respectively, q < 0.05). Likewise, OLs appear as the main source of *Il17b* expression (Fig. 6e). Thus, pro-survival signaling networks are re-organized during the acute phase of OL response to SCI. Several of those changes may be adaptive and support survival under stress (*e.g*. activation of the ERK1/2-NFkB signaling by IL17B^42^, AKT activation by PFKFB4/BCAT1/2-mTOR^39,43^, or PTPN5-mediated dephosphorylation of the activated ERK1/2 to limit ERK1/2 signaling duration^44^).

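Il17b (chr18:61684887-61692538, GRCm38) rose in OL by 3.78 on dpi 2 (q = 0.00698), from 0.720 ± 0.359 to 9.94 ± 6.98 CPM (mean ± SD, n = 3). On dpi 10 it had 1.93 (q = 0.204) and on dpi 42 3.17 (q = 0.022), the latter with q over 0.05 in 4 of 24 fits with 1 library left out. Its OL enrichment was 2.44 in naive tissue (q = 0.0746) and 3.55 on dpi 2 and 4.17 on dpi 42 (q = 0.0064 and 0.0026), and its q on dpi 10 was 0.0143. For the receptor gene Il17rb (chr14:29996135-30008896) the enrichment lay between 2.41 on dpi 10 (q = 4.0e-04) and 2.58 on dpi 42 (q = 2.2e-04). The paper states that OLs appear as the main source of Il17b and proposes a stress survival loop, because ligand and receptor mRNA are OL enriched.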

Several acutely upregulated genes were identified as potential regulators of the cell death machinery (Fig. 6d–f). Activation of cell death may be promoted by: (i) reactive oxygen species (ROS) generating enzymes *Pcyox1l* and *Pla2g3*^45,46^, (ii) an inhibitor of the death receptor-driven, pro-survival gene transcription, *Tifab*^47^, (iii) a pro-excitotoxic inhibitor of JUN degradation, *Prr7*^48^ and/or (iv) a positive regulator of pro-apoptotic MAP kinases JNK/p38, *Steap3*^49^. Conversely, cell death initiation may be negatively regulated by increased expression of (*i*) enzymes that antagonize accumulation of the pro-apoptotic second messenger ceramide (*Acsl5*, *Sphk1*^50,51^), (ii) *Sphk1* which stimulates production of the cytoprotective lipid mediator sphingosine-1-phosphate^51^, (iii) negative regulators of ERK1/2 that may limit persistent, pro-necrotic activation of the ERK1/2 pathway in oxidative stress-exposed cells^44^, (iv) several enzymes that contribute to anti-oxidant defenses reducing ROS toxicity (*Lpo*^52^, *Apod*^53^, *Bcat1/2*^54^, *Aldh18a1*^55^, *Pyccr1*^56^, *Pfkfb4*^57^) and (v) reduced ROS generation due to *Trf* (transferrin)-mediated chelation of iron^58^. Likewise, the lipid-peroxidation mediated effector phase of cell death cascades including ferroptosis may be antagonized by those positive regulators of anti-oxidant defenses. 

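Among the genes named as promoting cell death, Pcyox1l rose in OL on dpi 2 by 1.21 ± 0.15 (log2 ± SE, q = 2.2e-06) and Prr7 by 2.13 ± 0.39 (q = 1.7e-04). Tifab had 1 to 3 counts in the naive OL libraries and was at least 22.6-fold higher on dpi 2. Acsl5 rose by 2.77 ± 0.33 (q = 9.3e-07) and Sphk1, with 2 to 10 counts in naive OL, by 5.23 ± 0.64 (q = 1.5e-06). Pycr1 rose by 4.03 ± 0.65 (q = 4.1e-05) and Aldh18a1 by 1.78 ± 0.28 (q = 2.9e-05). OL enrichment on dpi 2 was 2.06 for Pcyox1l and 1.56 for Pycr1 (q = 0.0261, over 0.05 in 3 of 24 fits with 1 library left out). It was -0.36 for Prr7 (q = 0.415), -0.70 for Sphk1 (q = 0.241), -0.92 for Aldh18a1, -1.46 for Acsl5 and -2.45 for Tifab.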

Opposite effects on oxidative mechanisms of cell death execution are expected from upregulation of the potentially pro-ferroptotic lysosomal/endosomal ferroreductase *Steap3* which may promote lipid peroxidation^59–61^. Similar consequences may follow upregulation of the GSH-depleting enzyme *Chac1* compromising GSH-dependent lipid repair^61^. In addition, upregulation of the pro-apoptotic gene *Hrk* may promote SCI-induced OL apoptosis^62^.

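Chac1 rose in OL by 3.97 ± 0.60 (log2 ± SE, q = 2.0e-05), with 47 to 261 counts in the OL libraries of dpi 2. Hrk rose by 1.96 ± 0.70 (q = 0.0305), with 4 to 12 counts in naive OL and 19 to 56 on dpi 2. The q of Hrk passed 0.05 in 4 of 24 fits with 1 library left out (OL library 1 or 3 of the naive group or of dpi 2) and in the fit over only the groups compared. OL enrichment on dpi 2 was -0.60 for Chac1 (q = 0.321) and -1.16 for Hrk (q = 0.129).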

Several upregulated genes with a potential to modulate oxidative cell death (*Pla2g3*, *Apod*, *Trf*, *Lpo*) encode for secreted proteins^63^. In addition, on dpi 2, those transcripts are highly OL-enriched, suggesting OLs to be the main source of their respective protein products in the contused spinal cord tissue acutely post-SCI (Fig. 6e). 

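Apod (chr16:31296192-31314808, GRCm38) rose in OL on dpi 2 by 2.64 ± 0.16 (log2 ± SE, q = 1.6e-10), from 7789 ± 173 to 48409 ± 11616 CPM (mean ± SD, n = 3). Trf (chr9:103204001-103230444) rose by 1.55 ± 0.12 (q = 3.7e-09), from 1877 ± 197 to 5487 ± 507 CPM, and Lpo (chr11:87806428-87828289) went up as well (q = 3.9e-07), from 25.3 ± 1.02 to 88.0 ± 9.80 CPM. Pla2g3 (chr11:3488284-3499350) rose by 1.22 ± 0.39 (q = 0.0169), from 39.6 ± 21.3 to 92.2 ± 32.4 CPM. Its q passed 0.05 without naive OL library 1 or 2, without OL library 2 of dpi 2 and in the fit over only the groups compared. OL enrichment on dpi 2 was 3.18 for Apod, 3.12 for Trf, 2.49 for Pla2g3 and 1.75 for Lpo. By dpi 42 the OL change was 1.26 for Apod, -0.03 for Trf (q = 0.943), 0.14 for Lpo (q = 0.635) and -1.82 for Pla2g3 (q = 0.0014). The paper proposes OLs as the main source of these secreted proteins acutely after SCI, because the transcripts are OL enriched on dpi 2.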

Other acutely OL-upregulated genes showing a similar pattern include those for secreted serine proteases (*Klk8*, *Klk9*) and secreted serine protease inhibitors (*Serpina3n*, *Serpina3c*, Fig. 6e). 

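Klk8 (chr7:43797577-43803826, GRCm38) had 0 to 19 counts in naive OL and went from 0.464 ± 0.414 to 319 ± 30.5 CPM on dpi 2 (log2 9.45 ± 0.51, q = 3.4e-11; mean ± SD, n = 3). Klk9 (chr7:43791891-43796757) went from 0.519 ± 0.489 to 21.8 ± 10.3 CPM (5.39 ± 0.93, q = 8.9e-05). In OL, Serpina3n rose from 59.5 ± 23.3 to 7569 ± 97.3 CPM. Serpina3c (chr12:104146382-104153870) had 0 to 2 counts in naive OL and was at least 162-fold higher on dpi 2. OL enrichment on dpi 2 was 2.86 for Klk8, 2.58 for Serpina3c, 1.97 for Serpina3n and 2.17 for Klk9 (q = 0.0238, over 0.05 in 3 of 24 fits with 1 library left out and with library sizes alone). By dpi 42 the OL change of Klk8 was 6.46 and that of Klk9 3.13, and Serpina3c was at least 9.09-fold higher than in naive OL.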

Excessive extracellular serine protease activity may promote cell death and enhance white matter damage^8,64,65^. Therefore, OLs appear to activate autocrine/paracrine mechanisms that may modify acute pathogenesis of SCI via regulation of oxidative stress and/or extracellular proteolysis. Such a concept is supported by a report that SCI-associated OL death and axonal damage was reduced in *Klk8*^*–/–*^ mice^8^.

### Epigenetic de-silencing as a potential regulator of the OL response to SCI

To identify mechanisms that may contribute to SCI-associated OL gene expression changes, overlaps between OL-upregulated genes and public datasets of ChIPSeq-confirmed mouse genome operons were determined using the ChIPSeq database module of the X2K suite^66^. At each post-SCI timepoint, top enriched operons included SUZ12 and MTF2, two components of the PRC2 chromatin repressive complex (Supplementary Table S6)^67^. To further validate the specificity of these enrichments, z-scores were calculated for operon overlap gene counts of 344 dpi 2 upregulated genes vs. average overlap gene count for 10 random sets of 344 OL expressed genes. OL-upregulated genes showed overlaps with seven mouse genome operons that passed a stringent specificity criterion of z > 5 (Fig. 7a). Four of those operons (including three with top z-scores) were for the chromatin silencing factor SUZ12. Two other chromatin silencing factors including RCOR3 and MTF2 were also highly enriched. The specificity of those findings was further confirmed by weak operon enrichment among 289 acutely downregulated genes with a z-score range for top ten overlaps of 0.94–2.57 (Supplementary Table S6).

**Figure 7:**
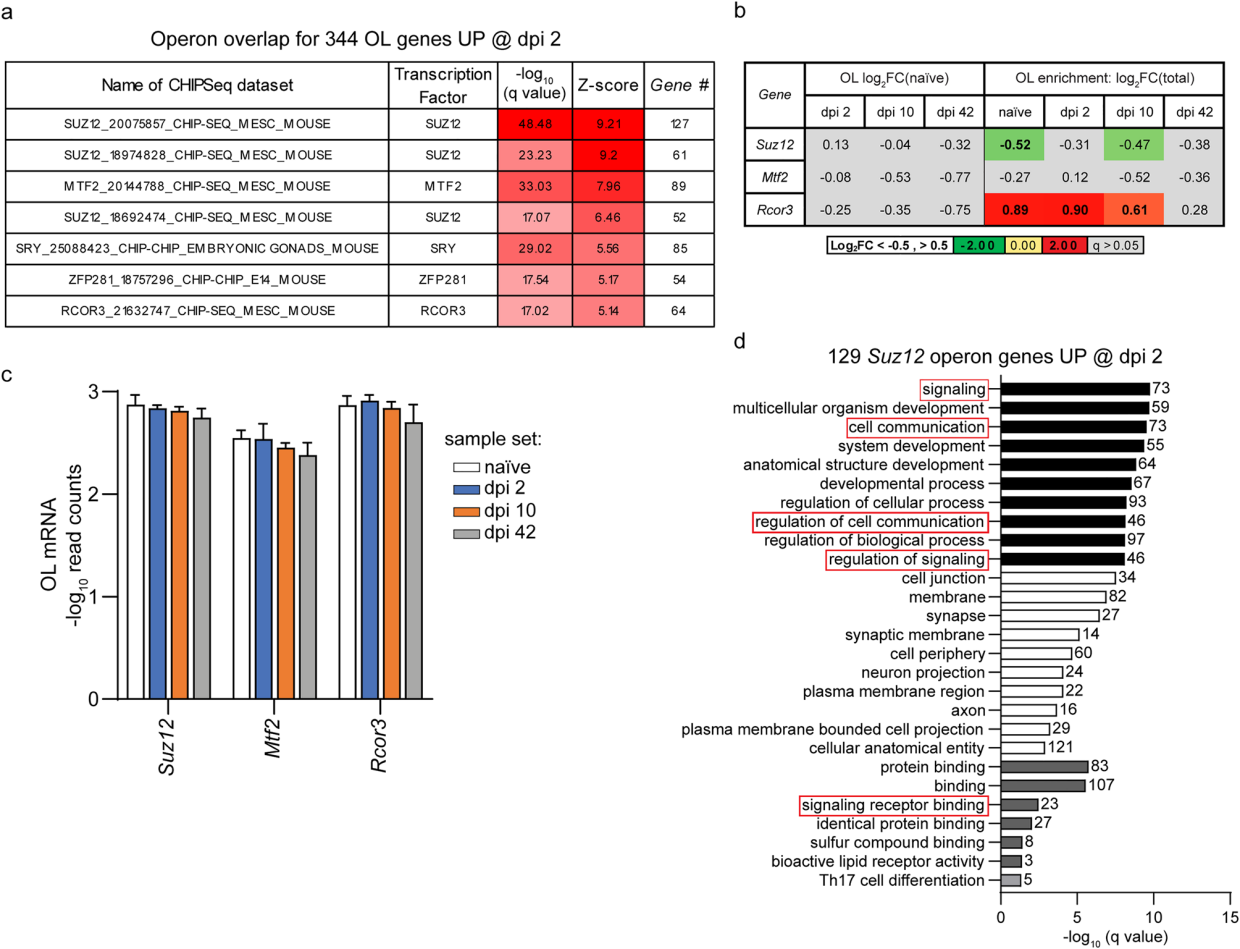
Epigenetic de-silencing as a potential regulator of the OL gene expression response to SCI. (**a**) Overlaps between 344 OL translatome mRNAs that are highly upregulated on dpi 2 and CHIP-Seq-confirmed mouse operon genes from publicly available data sets. Five of seven overlaps with z-scores > 5 are for operons of epigenetic regulators including SUZ12, MTF2, and RCOR3. A similar pattern of top overlaps was observed on dpi 10 and dpi 42 (Supplementary Table S6). (**b**,**c**) Relative (Log_2_FC) or absolute (Log_10_Read Count) expression of *Suz12, Mtf2, and Rcor3* in the OLs. In (**c**), data represent averages ± SD. (**d**) GO analysis of 129 targets of SUZ12 targets that are highly OL upregulated on dpi 2 (top 10 enriched GOs/category). Several GO terms related to cell signaling are also enriched (see Supplementary Table S6 for more data).

SUZ12/PRC2-mediated repressive methylation of histones is required for OL differentiation by downregulating differentiation inhibitory genes^68^. RCOR3 is a negative regulator of the KDM1A-RCOR1/2/3-HDAC-driven gene silencing resulting in upregulation of genes that are repressed during cell differentiation^69^. *Suz12*, *Mtf2,* and *Rcor3* transcripts were detected both in total RNA and OL translatomes (Fig. 7b,c). Their expression was unaffected by SCI. While *Suz12* and *Mtf2* showed similar expression in OLs and total RNA, *Rcor3* was moderately OL-enriched in all groups except dpi 42 (Fig. 7b,c). Therefore, the identified operons are matched by continuous OL expression of their respective regulators.

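Suz12 (chr11:79993106-80034123, GRCm38) had 24.6 ± 1.46 CPM in naive OL and 33.8 ± 1.50 in naive total RNA (mean ± SD, n = 3). Its OL enrichment was -0.46, -0.24, -0.38 and -0.28 in naive tissue and on dpi 2, 10 and 42 (q = 0.0107, 0.173, 0.0305 and 0.110), and the naive value passed q = 0.05 in 11 of 24 fits with 1 library left out. OL changes of Suz12 after SCI were 0.08, -0.11 and -0.32 (q = 0.743, 0.704 and 0.0999), and total RNA changed by -0.50 on dpi 42 (q = 0.0166). Mtf2 (chr5:108065674-108109004), with 12.4 ± 4.05 CPM in naive OL and 13.8 ± 0.786 in total RNA, had no q under 0.05 in any of these comparisons. Rcor3 (chr1:192098546-192138062) had 29.4 ± 4.04 CPM in naive OL and 15.1 ± 1.75 in total RNA. Its enrichment was 0.96, 0.96, 0.70 and 0.43 (q = 9.7e-04, 0.0011, 0.0119 and 0.114), and with library sizes alone q was over 0.05 in all 4 groups. OL levels of Rcor3 changed by -0.74 on dpi 42 (q = 0.0138), a call lost in 3 of 24 fits with 1 library left out, with the length and GC offset and in the fit over only the groups compared.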

Interestingly, the list of 129 unique SUZ12 target genes that were OL-upregulated acutely after SCI showed overrepresentation of GO terms related to signaling (Fig. 7d) and included several potential regulators of acute OL loss (Supplementary Table S6). Most those PRC2 targets overlapped with the RCOR3 operon (Supplementary Table S6). The current data suggest that de-silencing of the PRC2 and RCOR3 operons may contribute to acute upregulation of many SCI-response genes in OLs. Moreover, de-silencing of PRC2-repressed genes may also play a role in OL gene upregulation on dpi 10 and dpi 42.

### STEAP3 as a novel marker of acute OL response to SCI

STEAP3 is a membrane protein that acts as a major endosomal/lysosomal metalloreductase that reduces Fe^3+^/Cu^3+^ to Fe^2+^/Cu^2+^^59,70^. As Fe^2+^ is then exported from endosomes/lysosomes to cytoplasm, STEAP3 plays an important role in the cellular iron supply^59,60,71^, but may also promote lipid peroxidation and ferroptosis^72^. In addition, STEAP3 binds to cell death effectors and signaling mediators to promote apoptosis and/or reduce activity of the pro-survival pathways^35,49,73^. It is also required for stress-dependent exosome secretion^74,75^. Therefore, OL-upregulated *Steap3* may promote OL loss, but may also, via stimulation of exosome-mediated secretion, affect axons and/or other spinal cord cells.

In OLs, *Steap3* was sharply up on dpi 2 and remained elevated, albeit at reduced levels throughout the recovery period with Log_2_FC(naive) ranging from 6.52 on dpi 2 to 3.67 on dpi 42 (Fig. 6e). 

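Steap3 (chr1:120190757-120272705, GRCm38) rose in OL by 5.33 ± 0.52 on dpi 2, 3.05 ± 0.48 on dpi 10 and 2.63 ± 0.47 on dpi 42 (log2 ± SE, q = 7.6e-08, 1.1e-04 and 2.0e-04). OL levels were 3.61 ± 4.29 CPM in naive tissue, 147 ± 47.5 on dpi 2, 30.3 ± 4.98 on dpi 10 and 22.7 ± 1.95 on dpi 42 (mean ± SD, n = 3). The naive OL libraries hold 25 to 224 counts, the highest in tissue pool 3. Without naive OL library 3 the changes were 6.95, 4.73 and 4.25. In the fit over only the groups compared the q of dpi 42 was 0.0538. Levels on dpi 2 exceeded those on dpi 42 by 2.70.

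**Figure D3:**
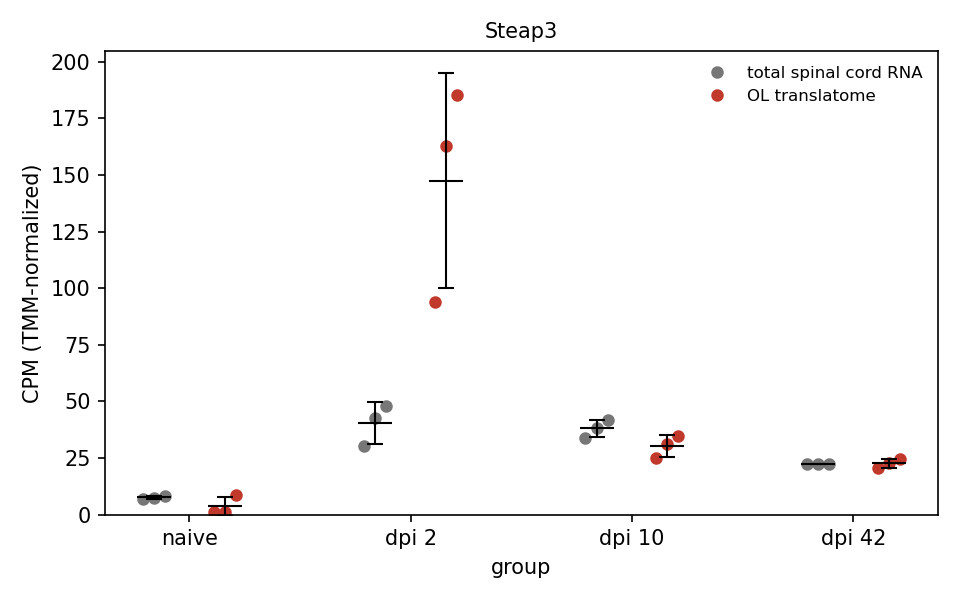
Steap3 CPM (y axis) in each library of the 4 groups (x axis), total RNA in grey and OL in red, with black mean ± SD of n = 3. OL rises from 3.61 to 147 CPM on dpi 2 and falls to 22.7 CPM on dpi 42.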

In total RNA samples, *Steap3* levels were also increased throughout the recovery period with an apparent peak on dpi 2 (Log_2_FC(naive) = 2.9, 2.7, or 1.89 on dpi 2, 10, or 42, respectively, q < 0.05). 

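Total RNA levels of Steap3 rose by 2.40 on dpi 2, 2.32 on dpi 10 and 1.55 on dpi 42 (log2, q = 2.3e-04, 4.2e-04 and 0.0146). They were 7.64 ± 0.715 CPM in naive tissue, 40.3 ± 9.23 on dpi 2, 38.1 ± 3.85 on dpi 10 and 22.4 ± 0.0693 on dpi 42 (mean ± SD, n = 3). The q of dpi 42 passed 0.05 without naive total library 2 or 3.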

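Steap3 had an OL enrichment of 1.87 on dpi 2 (q = 0.0011), against -1.06 in naive tissue (q = 0.0571), -0.33 on dpi 10 (q = 0.535) and 0.02 on dpi 42 (q = 0.998). Its differential OL enrichment on dpi 2 was 2.93 (q = 0.0033).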

On dpi 2, *Steap3* was highly OL-enriched (Fig. 6e). At that timepoint, increased expression of STEAP3 protein was also confirmed by western blotting (Fig. 8a, b, Supplementary Fig. S5a). Therefore, at least acute OL translatome upregulation of *Steap3* transcript correlates with increased bulk spinal cord expression of STEAP3 protein.

**Figure 8:**
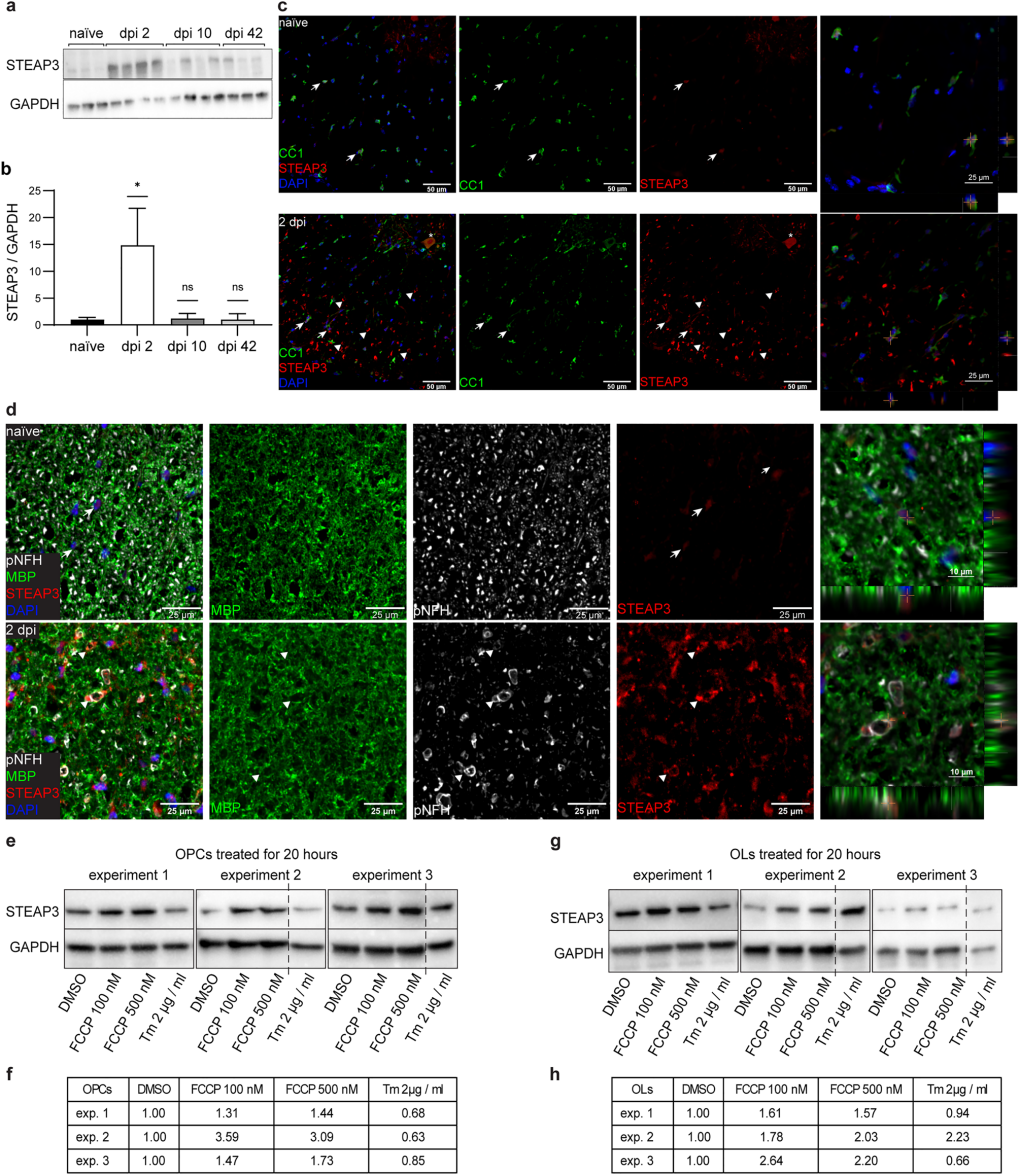
STEAP3, a candidate regulator of OL loss, is upregulated acutely after SCI. (**a**) A representative western blot using protein lysates from the contused spinal cord tissue of WT mice at the indicated post-injury times. Each lane corresponds to an individual mouse. (**b**) Quantification of the blot shown in (**a**). GAPDH-normalized STEAP3 expression is significantly elevated on dpi 2 (means ± SD; *p < 0.05; ns, p > 0.05 Mann–Whitney *u*-test). (**c**,**d**) Representative confocal images of co-immunostainings for STEAP3 and the markers of OL cell somas (CC1), myelin sheaths (MBP) or axons (p-NFH) in the ventral white matter from WT mice with (dpi 2) or without SCI (naïve). Cell nuclei were counterstained with Hoechst-33258 (DAPI). The SCI sections come from a region 1–2 mm rostral from the injury epicenter. (**c**) Arrows indicate CC1^+^ OLs that show weak STEAP3 signal. Such cells are observed both in control tissue and on dpi 2. Arrowheads mark ring-like structures with a strong STEAP3 signal that do not overlap with cell nuclei and are only observed after SCI. A STEAP3^+^ neuron-like cell in the grey matter is indicated by an asterisk. (**d**) Arrows indicate cells with STEAP3 staining. Arrowheads identify damaged, distended axons that are associated with a strong STEAP3 signal. Similar STEAP3^+^ structures were also observed on dpi 1 (Supplementary Fig. S4). Staining specificity controls are shown in Supplementary Figs. S3 and S4. (**e**–**h**) Cultured rat OPCs or OPC-derived OLs were treated as indicated. GAPDH-normalized STEAP3 expression was analyzed by western blotting (**e**,**g**) and quantified as fold of vehicle (DMSO)-treated controls (**f**,**h**). Increased STEAP3 expression with the mitochondrial uncoupler FCCP but not the ER stress inducer tunicamycin (Tm) was replicated in 3 independent experiments. Dotted lines (**e**,**g**) indicate deletion of lanes with samples that were unrelated to the current study. Original blots are presented in the Supplementary Fig. S5.

In naïve mice, faint STEAP3 immunofluorescence was observed in cell bodies of white matter OLs (CC1^+^, Fig. 8c, Supplementary Fig. S3). On dpi 1 or 2, such staining was also present throughout the spared ventral white matter at the injury epicenter as well as rostrally or caudally (Fig. 8c, Supplementary Figs. S3 and S4). Seemingly nuclear localization of OL STEAP3 staining on transverse sections may represent perinuclear localization that is polarized mainly in the rostral-caudal axis (Fig. 8c). Unipolar, perinuclear STEAP3 immunofluorescence that reflects localizations to the endosomal/trans-Golgi network (TGN) has been reported in various cell types^59,70,74,75^.

Acutely after SCI (dpi 1 or 2), a strong STEAP3 signal was also found in ring-like structures throughout the spared white matter (Fig. 8c,d, Supplementary Figs. S3 and S4). Those structures were observed both at the injury epicenter as well as at the penumbra region rostrally and caudally from the injury site. They often showed partially overlapping and/or closely associated signals for the myelin marker MBP, as well as axonal marker phospho-NFH (p-NFH, Fig. 8d, Supplementary Fig. S4). Such close associations without a complete overlap suggest that after SCI STEAP3 marks OL paranodes and/or a peri-axonal compartment adjacent to damaged axons. However, testing such possibilities will require future imaging studies using longitudinal sections. Importantly, the STEAP3^+^ structures likely represent a specific STEAP3 signal, as they were not observed with a control IgG (Supplementary Figs. S3 and S4). Therefore, acute upregulation of OL STEAP3 may be directly related to degeneration of myelinated axons.

Interestingly, STEAP3 was upregulated following treatment of cultured OL precursor cells (OPCs) or OPC-derived OLs with a mitochondrial uncoupling drug FCCP, but not the ER stress inducer tunicamycin (Fig. 8e–h, Supplementary Fig. S5b,c). As FCCP uncouples mitochondrial respiration from ATP synthesis and increases mitochondrial ROS generation^76^, upregulation of STEAP3 may represent a response of OL lineage cells to mitochondria dysfunction/mitochondrial oxidative stress. The latter form of cellular damage may upregulate expression of iron supply genes as mitochondrial biogenesis is a major driver of iron demand^77^.

Finally, OL expression of another acutely upregulated and OL-enriched candidate pro-oxidant transcript, *Pcyox1l*^45^ was confirmed by immunostaining. Unlike STEAP3, the PCYOX1L signal was observed mainly in cell bodies and adjacent processes of CC1^+^ or CNP^+^ OLs of the ventral white matter (Supplementary Fig. S6). Therefore, OLs may directly contribute to SCI-associated oxidative stress.

## Discussion

The current data set represents the first comprehensive transcriptomic/translatomic description of OL gene expression response to SCI. Acutely, SCI-challenged OLs show translatomic changes indicative of a metabolic shift towards mitochondrial respiration that coincides with morphological simplification/cellular disconnection. Unexpectedly, a similar pattern reemerges subchronically. Acutely, OLs appear to undergo extensive re-organization of survival signaling networks. In addition, the acute OL translatome changes suggest an active role in regulation of cytotoxic mechanisms that contribute to secondary injury including extracellular proteolysis and oxidative stress. Epigenetic de-silencing appears to be a major driver of the SCI-activated OL gene expression. Lastly, STEAP3 is a novel marker of OL injury response that may play a dual role as a positive, pleiotropic regulator of OL death/degeneration and an enhancer of exosome-mediated intercellular communication.

The current translatome analysis revealed OL-specific, SCI-mediated upregulation of several genes that were also identified as OL-upregulated in a recent scRNASeq analysis of the mouse spinal cord tissue acutely/subacutely after moderate contusive SCI^10^. Those include *Apod*, *Pla2g3*, *Trf*, *Klk8*, *Serpina3c*, *Serpina3n*, *Steap3*, *Pcyox1l*, *Itgad*, *Pfkfb4*, *Bact1/2* or *Spry1*. In addition, SCI-associated OL translatome changes show partial overlap with OL transcriptomic response to other types of CNS injury^78^. Recent analysis of multiple scRNASeq datasets from various mouse models of white matter damage including amyloidosis, tauopathy, and cuprizone or lysolecithin-induced demyelination has identified three major transcriptomic profiles of disease-associated OLs called DA1, DA2 and IFN^78^. Of note, signature transcripts of all those profiles showed significant overlaps with SCI-upregulated OL mRNAs (Supplementary Fig. S7). The greatest overlaps were observed for the persistent, pro-inflammatory DA1 cluster. The overlap peaked on dpi 10, but was clearly present also on dpi 2 and dpi 42. Interestingly, *Steap3* has been identified as a marker of DA1^78^. The overlap with the transient cell injury/cell survival response profile DA2 peaked on dpi 2. At that time, a strong overrepresentation of the inflammation-response cluster IFN was also present. In addition, similar to subacute and subchronic OL SCI translatomes, all disease-associated OL gene expression profiles showed downregulation of cholesterol biosynthesis^78^.

While the current OL translatome dataset captures a large set of OL-expressed genes including those that are regulated by injury, it has important limitations that should be considered when choosing analysis tools or interpreting data. First, we observed apparent contamination of OL polysomes with mRNAs from non-OL cells including microglia/macrophages. Such a contamination may originate from non-specific interactions between highly abundant non-OL mRNAs and IgG-coupled magnetic beads that occurs during sample preparation. Similar contamination has been recently reported in co-cultures of human and mouse neural cells^25^. The two-fold filtration process that took into account differential or constantly high OL enrichment reduced that contamination and identified high confidence components of the OL translatome that are regulated by SCI. However, while specificity of detection has improved, sensitivity likely suffered with over 60% of differentially expressed OL translatome mRNAs not passing the filtration criteria (Fig. 3). Therefore, some components of OL response are likely missed in our analysis. Nevertheless, such a conservative analysis approach is justified in acute CNS injury models where dramatic changes in both tissue cellular composition and transcriptomes of inflammatory cells are major factors that determine bulk transcriptome readouts.

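The share of changed OL genes that did not pass was 79.3% of those rising and 74.6% of those falling on dpi 2, 89.8% and 86.2% on dpi 10, and 86.4% and 82.3% on dpi 42. Over all time points together it was 78.1%.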

Another limitation is related to imperfect OL specificity of *Plp*-*CreERT2* expression. The *Plp-CreERT2* transgenic line that was used here to activate the Ribotag also drives Cre-ERT2 activity in Schwann cells^79^. As spinal cord samples my contain some short fragments of spinal nerve roots, it is possible that a small fraction of OL polysomes is of Schwann cell origin. Such a contamination of the current dataset is suggested by an apparent OL enrichment and SCI upregulation of marker transcripts of Schwann cell nerve injury response including *Egfl8* or *Gdnf* (Supplementary Table S2)^80^. Hence, at least some SCI-associated effects on OL gene expression may represent Schwann cell responses. 

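Egfl8 (chr17:34613349-34615971, GRCm38) rose in OL by 4.08, 4.94 and 4.17 on dpi 2, 10 and 42, and its naive OL libraries hold 2 to 52 counts. OL enrichment of Egfl8 was 0.29 in naive tissue and 1.65, 2.59 and 2.28 after SCI, the value of dpi 2 (q = 0.0217) with q over 0.05 in 3 of 24 fits with 1 library left out. Gdnf (chr15:7810846-7837575) had no count in naive OL or in OL of dpi 42 and was at least 84.4-fold higher on dpi 2, at 10.3 ± 3.17 CPM (mean ± SD, n = 3). Its OL enrichment on dpi 2 was 2.18 (q = 0.0494, over 0.05 in 15 of 24 fits with 1 library left out). In naive tissue and on dpi 42, without a count in OL, Gdnf was OL depleted (q = 0.0076 and 4.9e-04). A list of 10 Schwann cell genes, Egfl8 and Gdnf among them, had median OL changes of 1.20, 2.70 and 2.54, or 1.20, 2.58 and 2.56 with Gdnf at its bound on dpi 2 and 10 and left out on dpi 42. With q under 0.05, 3, 4 and 3 of its genes changed (3, 7 and 5 when adjusted over the list alone). The list's mean log2 CPM in the naive OL libraries was -2.27, -1.99 and 2.51 for pools 1, 2 and 3, against 3.30 to 4.42 in the SCI OL libraries. The paper proposes that a small fraction of OL polysomes comes from Schwann cells of nerve roots, because the driver line is active in these cells and their injury markers rise.

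**Figure D4:**
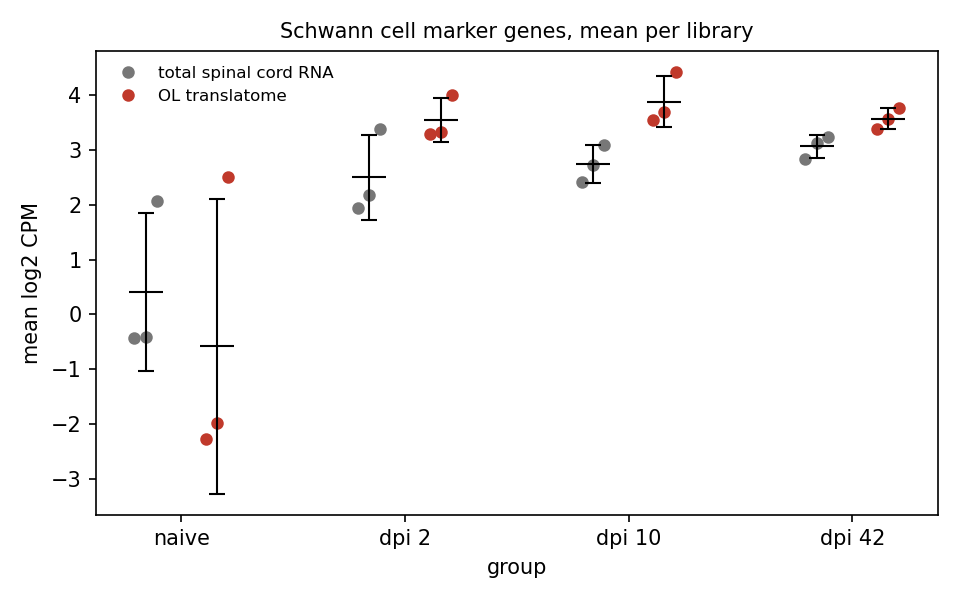
Mean log2 CPM of the 10 Schwann cell genes (y axis) in each library of the 4 groups (x axis), total RNA in grey and OL in red, with black mean ± SD of n = 3. One naive OL library (pool 3) lies at 2.51 and the others at -2.27 and -1.99, while every SCI OL library lies at 3.30 or above.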

Potential classification mistakes can be best avoided by confirming OL translatome mRNA changes using single cell level analysis of protein expression such as immunofluorescence or in situ hybridization-based approaches.

Last, but not least, the current study was limited to female mice, potentially missing male-specific components of the OL SCI translatome. As more post-operative complications arise after experimental SCI in males compared to females, including difficulty in bladder expression and increased frequency in urinary infections, the majority of rodent SCI literature uses females. Selecting only females for experimental SCI therefore provides a more successful survival rate and reliable sample size. For instance, several cell type specific SCI gene expression datasets were obtained from C57Bl6 female mice^10,17,18^. Importantly, in that genetic background, post-contusion tissue loss/locomotor recovery shows subtle, mostly non-significant differences between males and females^81,82^. Therefore, the current SCI dataset from C57Bl6 OL-Ribotag females may miss only few components of the OL translatome that are biologically relevant for tissue sparing and/or recovery in males.

In myelinating glia, mitochondrial respiration is critical for myelination during development as myelin synthesis requires a large amount of ATP^83,84^. Conversely, in mature OLs, mitochondrial respiration is dispensable for OL survival, myelin sheath maintenance and axonal function^83^. Instead, OLs support axonal energy needs by providing lactate that is generated via aerobic glycolysis^83^. As electrical activity of axons is a major consumer of OL-generated lactate^83^, one could expect that OL disconnection from axons and/or axonal damage would lower lactate demand. Consequently, aerobic glycolysis would be reduced and mitochondrial respiration would increase. Our observed concomitant upregulation of respirasome genes, together with downregulation of genes associated with morphological complexity/connectivity, supports such a scenario both acutely and subchronically after SCI. Indeed, while most SCI-associated axonal loss is acute, continuing subchronic degeneration of myelinated axons has been described^85,86^. In addition, subchronic reorganization of OL respiration may be a response to post-SCI reduction in activity of specific axonal tracts and/or spinal circuitries.

Interestingly, SCI-mediated changes in OL gene expression indicate their active role in modifying the tissue environment to modulate secondary injury. Such effects may be mediated both by canonical secretion of signal-peptide containing proteins and non-canonical secretion by exosomes, as STEAP3 is a major regulator of exosome-mediated secretion^74,75^. Of note, significant enrichment of secreted proteins among upregulated genes on dpi 10 or dpi 42 suggests that OLs regulate not only acute damage, but also subacute/subchronic repair of the contused spinal cord.

In summary, this study establishes the first translatomic chart of OL response to thoracic contusive SCI. Acutely upregulated candidate regulators of OL survival are identified. Their increased expression is likely driven by axonal disconnection, oxidative damage, and inflammation. Subchronic gene expression changes suggest reduced myelination and decreased axonal trophic support by surviving OLs. Moreover, upregulation of various secretome genes and transcriptional similarity to immunogenic OLs from other white matter injury models^78^ (Supplementary Fig. S7) supports an active role of OLs in tissue damage and repair throughout the post-SCI recovery period. Importantly, previously unrecognized aspects of OL biology after SCI are uncovered. Those include putative metabolic re-programming, re-organization of intracellular signaling and epigenetic de-silencing as a major driver of OL gene expression response to injury. At least some of those newly identified elements of SCI pathogenesis may be further validated as potential targets for therapies to reduce white matter damage and/or dysfunction after SCI. For instance, reducing oxidative phosphorylation in OLs or targeting OL upregulated cell death genes may attenuate acute loss of OLs. Subchronically, therapeutic downregulation of oxidative phosphorylation or upregulation of cholesterol biosynthesis may be beneficial for long-term maintenance of white matter integrity and/or axonal function. Finally, the SCI-associated OL translatome data will be useful for design and/or interpretation of mechanistic studies of SCI-associated white matter damage as well as other types of white matter pathology. Current data are available as a searchable database at SCI OL Gene Expression Database (scigenedatabase.com).

## Materials and methods

### Animals

All animal procedures were performed in strict accordance with the Public Health Service Policy on Humane Care and Use of Laboratory Animals, *Guide for the Care and Use of Laboratory Animals* (Institute of Laboratory Animal Resources, National Research Council, 2011), and adhered to NIH guidelines on the use of experimental animals. Animal procedures were approved by the University of Louisville Institutional Animal Care and Use (IACUC) and Institutional Biosafety (IBC) Committees. Timed-pregnant Sprague–Dawley rats and wild-type (WT) C57Bl/6 mice (6–8 weeks) were obtained from Envigo (Indianapolis, IN). *Plp-cre*^*ERT2*^ (proteolipid protein) (B6.Cg-Tg (Plp1-Cre/ERT)3Pop/J; Stock No: 005975)^79^ and Ribotag mice (*Rpl22*^*fl(STOP)fl-HA/wt*^, B6J.129(Cg)-Rpl22 ^tm1.1Psam2^/SjJ); Stock No: 029977)^16^ mice, both on C57Bl/6 background, were acquired from the Jackson Laboratory (Bar Harbor, ME). These lines were crossed to produce OL-Ribotag mice (*Plp1-Cre*^*ERT2*+*/wt*^*:Rpl22*^*fl(STOP)fl-HA/wt*^). Genotypes of the crosses were confirmed using standard PCR genotyping as recommended by the Jackson Laboratory. To induce OL Ribotag expression, 6 week old OL-Ribotag mice received 1 mg tamoxifen (20 mg/mL in sunflower oil) i.p. daily for 8 days as previously described^87^. Male and female mice were used for initial validation of Ribotag transgene induction. Reporting of animal studies described in this manuscript followed ARRIVE guidelines.

### SCI

Female WT or OL-Ribotag mice were used for SCI at 8–10 weeks of age. In tamoxifen-induced mice, SCI was performed 3 weeks after completion of the induction treatment. Anesthetized animals (400 mg/kg body weight 2,2,2-tribromoethanol i.p.) were shaved around the surgical site and disinfected using 4% chlorohexidine solution. Lacri-Lube ophthalmic ointment (Allergen, Madison, NJ) was applied to prevent eye drying. Following dorsal laminectomy at the T9 vertebrae, moderate contusive SCI was performed using the IH impactor (50 kdyn force/400–600 μm displacement, Infinite Horizons, Lexington, KY) as previously described^88^. Starting immediately after surgery, postoperative care included 0.1 ml saline (s.c. daily for 7 days), 5 mg/kg gentamycin (s.c. daily for 7 days), 0.1 mg/kg buprenorphine (s.c. every 12 h for 2 days), and manual expression of bladders twice a day for seven to ten days or until spontaneous voiding returned. All surgical and post-surgery procedures were completed according to NIH and IACUC guidelines. All surgeries were performed without knowledge of group assignment or genotype.

### Tissue collection

Anesthetized mice were transcardially perfused with phosphate buffered saline (PBS, 4 °C). For immunostaining, this was followed by 4% paraformaldehyde (PFA in PBS, 4 °C) perfusion. Then, a 5 mm portion of the spinal cord spanning the injury epicenter was dissected and (i) post-fixed for 1 h in 4% PFA at 4 °C (immunostaining) or (ii) flash frozen in liquid nitrogen and stored at − 80 °C until further use (Ribotag polysome purification or RNA/protein isolation).

### Immunostaining

Tissue processing, preparation of frozen 20 μm coronal (transverse) spinal cord sections, immunostaining and epifluorescent (RPL22-HA) or confocal (STEAP3, PCYOX1L) imaging followed standard protocols as previously described^88,89^ (see Supplementary Methods for more details). Primary antibodies used were as follows: anti-APC (mouse CC1 clone, 1:200, Abcam, Cambridge, UK, Cat# ab16794, RRID: AB_443473), anti-HA (mouse, 1:1000, HA.11 Clone 1612, Biolegend, San Diego, CA, Cat# 901516, RRID: AB_2820200), anti-STEAP3 (species: rabbit, dilution: 1:200, Thermo Fisher Scientific, Walthanm, MA, Cat# PA5-102321, RRID: AB_2851729), anti-phospho-NFH (species: mouse, dilution: 1:500, Biolegend Cat# 801601, RRID: AB_2564641), anti-MBP (species: chicken, dilution: 1:500, Thermo Fisher Scientific Cat# PA1-10008, RRID: AB_1077024), anti-PCYOX1L (species: rabbit, dilution: 1:200, Atlas Antibodies, Bromma, Sweden, Cat# HPA037463, RRID: AB_10673632), and anti-CNP (species: mouse, Clone SMI 91, dilution: 1:200, Biolegend Cat# 836404, RRID AB_2566639). Species- and isotype-specific Alexa488-, Alexa594-, or Alexa647- F(ab’)2 secondary antibodies (donkey, 1:200, Life Technologies) were used. Counting of Ribotag/HA^+^ cells was performed without knowledge of sample origin (genotype or tamoxifen treatment).

### Ribotag RNA purification and RNASeq

Frozen spinal cord samples from 2 female mice were pooled to produce one biological replicate (3 biological replicates/group representing 6 animals). Pooling was done to increase RNA yield of the Ribotag immune-purification as determined in pilot experiments. SCI and naïve mouse spinal cord samples were processed for input polysome-associated mRNAs (total spinal cord mRNA) or immune-purified OL polysome mRNAs using anti-HA antibody and magnetic beads as previously described^16,90^ (see Supplementary Methods for a detailed description of the protocol). RNA isolation, mRNA library preparation and RNA sequencing on the Illumina NextSeq 500 platform followed standard procedures. Before preparing RNASeq libraries, successful isolation of OL polysomes was verified by qPCR for OL- and non-OL cell marker transcripts. Pilot studies revealed that polysome immunoprecipitation using a control IgG produced low RNA yields as compared to the anti-HA antibody confirming the specificity of the latter reagent (average of 48.4 or 285.34 ng RNA/sample with IgG or anti-HA, respectively. Given such a disparity in RNA recovery between the control IgG and the anti-HA antibody, further analyses focused on anti-HA-purified OL translatomes.

### Quantitative real-time PCR

To prepare cDNA, the SuperScript IV system was used following manufacturer’s recommendations (Thermo Fisher, Cat# 18091050). qPCR was run using a microfluidic Custom TaqMan Gene Expression Array Card (Thermo Fisher, Cat# 43442249) containing primers for CNS cell-type specific marker mRNAs of oligodendrocytes (*Mbp, Plp1, Mog, Cldn11, Mobp, Opalin, Mag, Fa2h, Gjb1, Ermn, Gjc2, Klk6, Sox10*), astrocytes (*Aldh1l1, Hgf*), neurons (*Reln, Snap25, Lhx5*), and microglia/macrophages *(Osm, Cd68, Tmem19).* The card design is shown in Supplementary Methods. RNA levels were quantified using the ΔΔCT method with *Hprt, Ppia,* and 18S rRNA as reference transcripts. For each sample pair (OL translatome and total spinal cord RNA from which OL translatome was isolated), OL mRNA levels were determined as a fold change of their total spinal cord expression.

### RNAseq data analysis

Analysis of sequenced RNA was performed by the Kentucky IDeA Networks of Biomedical Research Excellence (KY INBRE) Bioinformatics Core. A quality control analysis was performed using FastQC (v.0.10.1) and indicated good sequencing quality. The reads were directly aligned to the *Mus musculus* reference genome (mm10.fa) using the STAR aligner (version 2.6). The average number of sequenced reads per sample was ~ 37,500,000 with an average alignment rate of 98.06%. Raw read counts were generated using HTSeq (v.0.10.0) and input to DESeq2 for differential expression analysis. The raw counts were normalized using Relative Log Expression (RLE) and filtered to exclude genes with fewer than 10 counts across samples. Principal component analysis (PCA) was performed on all 24 samples to measure variance of the overall mRNA expression pattern across all groups/sample sets. As part of the differential expression analysis, a DESeq2 interaction term was used to analyze differential OL enrichment after SCI and can be defined by delta Log_2_FC(OL/total) = Log_2_FC(OL/total)_SCI – Log_2_FC(OL/total)_naive. In this analysis, OL translatome- and total spinal cord RNA samples from the same tissue were paired for determination of differential OL enrichment. To identify genes with an RNA origin-specific effect (OL vs. total) at one or more time points, the full regression model was compared to a reduced model using a likelihood ratio test. Group-specific effects were then identified at individual timepoints using a Wald test for significance. As a significant contamination of non-OL transcripts has been detected in OL translatomes from SCI samples, a two arm filtration process was implemented to identify highly likely components of the OL translatome that are differentially expressed after SCI (Fig. 3a–c). In arm 1, the identified transcripts were filtered using the DESeq2 interaction function to identify those that also showed differential OL enrichment of the same direction/magnitude (change of OL enrichment in SCI vs. naïve samples, |Log_2_FC/Total/_SCI_-Log_2_FC/Total/_naïve_|> 1, q < 0.05). This process eliminated mRNAs whose OL translatome changes are driven primarily by their parallel changes in the total RNA pool. However, differential enrichment analysis may miss those mRNAs whose OL translatome levels change in the same direction/magnitude as in total spinal cord samples. In case of constantly OL-enriched mRNAs that also show preferential OL expression (Log_2_FC(Total) > 1, q < 0.05), their exclusion is not justified as OLs are their major expressors and cross-contamination from other cell types is less likely. In total RNA samples, injury related changes of such OL-enriched transcripts are still a reflection of OL-specific response to SCI. Therefore, the second arm of the filtration procedure identified those highly regulated mRNAs that were also OL enriched regardless of passing the differential enrichment filtration. All RNASeq data are available in GEO (Accession number: GSE225308). A searchable, public database is also available at http://scigenedatabase.com/.

Gene ontology (GO) functional annotation analysis was performed using g:Profiler (version *e*108_eg55_p17_d098162)^91^. Mitochondrial respirasome genes (Respirasome_GO_0005746) were retrieved from g:Profiler, and cholesterol biosynthesis superpathway genes were retrieved from Kegg Pathway (mmu:00100 and mmu:00900) and BioCyc databases^92^. Mitochondrial respirasome (Respirasome_GO_0005746) and cholesterol biosynthesis superpathway gene lists were retrieved from Metascape or Kegg Pathway (mmu:00100 and mmu:00900) databases, respectively.

#### Gene list overlap analyses

Lists of top 500 neural cell type-enriched transcripts were obtained from the BrainRNASeq database (www.brainrnaseq.org)^93^. Their overlaps with the SCI-regulated OL mRNAs were analyzed using the hypergeometric test (http://nemates.org/MA/progs/overlap_stats.html). In those calculations, the maximal number of all identified transcripts across all analyzed samples (17,168) was used to define the size of the whole spinal cord transcriptome.

### Immunoblotting

Immunoblotting followed standard methodology as previously described (see Supplementary methods for more details)^88^. The primary antibodies included STEAP3 and GAPDH (loading control) (Chemicon, 1:1000, Temecula, CA). BioRad ChemiDoc MP Imaging System was used. Immunoblot quantifications were performed using TIFF-formatted blot images and BioRad Image Lab software.

### Cell culture

Culture and OL differentiation of adult rat spinal cord OPCs followed previously described methodology^94^. Cells were treated as follows: FCCP (50 μM working stock solution in 0.1%DMSO/cell culture medium that was diluted to final concentrations 500 nM or 100 nM in cell culture medium; the FCCP stock was always prepared fresh), Tunicamycin (10 mg/ml stock prepared in DMSO and diluted to the final concentration of 2 μg/ml in culture medium) or their vehicle (0.02% DMSO in culture medium). Each solution was made fresh on day of treatment.

### Statistical analysis of immunostaining, qPCR and immunoblotting data

All ratiometric data including % Ribotag^+^ cells, qPCR-determined total spinal cord-normalized OL mRNA levels and control treatment-normalized protein expression were performed using the two-tailed non-parametric Mann–Whitney *u*-test.

### Supplementary Information

Supplementary Information.

Supplementary Table S1.

Supplementary Table S2.

Supplementary Table S3.

Supplementary Table S4.

Supplementary Table S5.

Supplementary Table S6.

## Data Availability

All key data are part of the manuscript and/or are available in the public repository (NCBI GEO Accession number: GSE225308) or via authors web page (http://scigenedatabase.com/). Additional data would be shared by the corresponding author upon reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

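Spinal cord tissue of OL-Ribotag mice was studied in 4 groups: naive, and 2, 10 and 42 days after T9 contusion. Each group had 3 tissue pools of 2 mice, and each pool gave 1 library of total RNA and 1 library of RNA bound to HA-tagged OL ribosomes, 24 libraries in all. The authors aligned the reads to the mouse genome with STAR, counted them on genes with HTSeq, and deposited these read counts without normalization in a single table of 21965 genes by 24 libraries. All columns of the table were used. The authors then tested the counts with DESeq2 after excluding genes with fewer than 10 counts, pairing OL and total RNA of the same tissue for differential OL enrichment.

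The table holds whole numbers, which is what read counts require. Of the genes listed, 21882 are protein-coding, 3966 have no count in any library, and none is encoded on the mitochondrial genome. The number of counts per library was 25840127 to 32987841 (median 29062636), so 3 counts correspond to 0.0839 to 0.127 CPM. Between replicates of a group the counts differed by more than sampling noise in each pair of libraries (median chi-square per gene 2.51 to 21.1). The gene taking most counts held 1.20% to 5.95% of a library.

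Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with a sum of at least 10 counts were kept (17167 genes), libraries were scaled with TMM (factors 0.742 to 0.899 for OL and 1.10 to 1.29 for total RNA), and a quasi-likelihood model with 1 mean for each of 8 groups was fitted. OL enrichment is OL against total RNA within a group. OL change and total change are SCI against naive, and differential OL enrichment is the difference of these changes (an interaction). All p-values were adjusted by the Benjamini-Hochberg method over the tested genes, and q is the adjusted value. Genes were called OL enriched at log2 fold change over 0.5, highly OL enriched over 2, and changed past 1 in either direction, with q under 0.05. The filtration followed the paper: arm 1 asks for differential OL enrichment past 1 in the same direction as the OL change, and arm 2 for OL enrichment over 1 both in naive tissue and at the time point. Genes rising on dpi 2 were called acute when they were not up on dpi 42 or were more than 1 log2 unit lower there. Principal components were taken from log2 CPM with a prior count of 2. Means and SD are of TMM-scaled CPM. Where all libraries of a group had 3 counts or fewer, a fold change is given as a bound against that floor.

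Gene lists were tested with camera of limma 3.58.1 (assumed correlation 0.01), with fry, and with camera at the correlation estimated from the data. The p-values at the assumed correlation were adjusted over 144 tests. Lists were also compared with 10000 random lists matched on expression, length and GC content, using GENCODE M21 on GRCm38, which gives a symbol to 21939 listed genes and length and GC content to 17154 tested ones. Each gene of a random list was drawn independently, so the spread of these lists does not allow for genes that move together. The lists are those of the paper's figures and lists compiled by hand before the data were examined: respiratory chain, ATP synthase, mitochondrial ribosome, ribosomal proteins, proteasome, glycolysis, TCA cycle, cholesterol biosynthesis, integrated stress response, myelin, and markers of Schwann cells, OPCs, myeloid cells, neurons, astrocytes and endothelial cells. A Y chromosome list of 4 genes was used to look at the sex of the tissue. Xist and the 13 mitochondrially encoded genes are not in the table, so they are not analysed here.

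Genes named are those the paper names in its results, discussion and Figs. 2b, 3a, 4b, 5c, 6e and 7b, the members of the lists, and for each time point the 3 rising and 3 falling genes with the smallest unadjusted p. These top genes were taken among those that passed the filtration and whose 3 SCI libraries all lie on one side of the 3 naive libraries. This rule, the thresholds and the first set of alternatives below were set before the data were examined.

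The pairing of OL and total RNA comes from the sample numbers and, for dpi 42, from the tissue numbers in the column names, since the labels of 2 dpi 42 libraries conflict. It was checked by correlating the deviations of OL and total libraries from their group means over genes. For the same pool r was 0.163, 0.155 and 0.263 in naive tissue, 0.178, 0.176 and 0.191 on dpi 2, 0.131, 0.0559 and 0.086 on dpi 10, and -0.0476, 0.00597 and 0.0206 on dpi 42. For different pools r was at most 0.126 in naive tissue, -0.0123 on dpi 2 and -0.00149 on dpi 10. On dpi 42 it was -0.0581 to 0.0422, so the check does not bear out the pairing there. Fits by pool that include dpi 42 rest on the column names alone for it. The model has no term for pools. Blocks by pool (for OL enrichment and differential OL enrichment) and by replicate number (for changes against naive) were tried as an alternative.

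The alternatives of this first set were size factors of DESeq2 1.42.0, library sizes alone, the DESeq2 Wald test, filterByExpr, every gene with a count, a length and GC offset fitted to each library by loess, a fit over only the groups compared, a replicate block, q under 0.01, arm 1 only, leaving out each library, and for the components 500 genes, a variance stabilizing transformation and a prior count of 0.5. Chosen after seeing the data were TMM with a total RNA reference, leaving out each tissue pool, a replicate block with dpi 42, and DESeq2 with pools nested in groups. The steps were tested on simulated data with 16328 genes, 200 of them changed: edgeR recovered 174 (87.0%) for the OL change and 156 (78.0%) for the interaction and called 9 and 6 unchanged genes, and DESeq2 recovered 183 and 168 and called 32 and 36 unchanged genes. The median error of the log2 fold change with edgeR was 0.154 for the OL change and 0.242 for the interaction. With DESeq2 it was 0.152 and 0.253. None of 10000 random lists reached the median of a changed list (2.69), and 7698 reached that of an unchanged one. The simulated changes were large, lay in well expressed genes and came without a length trend or pool effects. Recovery of changes near 1 or of smaller list shifts was therefore not tested.

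The qPCR, western blot, immunostaining, gene ontology, operon and microglial overlap results of the paper are not analysed here, because they rest on other measurements or on databases.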

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

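The tests on total RNA as a source of the ribosomal protein and stress response changes, on age, on the share of OL RNA and on the Y-linked genes were chosen only after the results were seen.

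Cholesterol biosynthesis genes differ between time points. The difference of OL libraries of dpi 2 against those of dpi 42 was tested directly, and the median of the 23 genes was 1.38, with 23 of 23 above 0 and 22 at q under 0.05. Among 17 lists set against each other for this contrast, camera with estimated correlation gave an adjusted p of 0.0332. Gene length and GC content are argued against, since 0 of the 10000 matched lists had a median on dpi 42 as low. Naive and dpi 42 tissue was collected on the same day, and on dpi 42 the list still stood at -1.43 against naive. Age and time since tamoxifen are thus argued against for the fall on dpi 42. They differ between dpi 2 and dpi 42 tissue, so their part in the gap of 1.38 stays open. A lower share of OL RNA in the OL libraries of dpi 42 would lower the OL markers alike. Their median change was -0.29 and none of the 8 fell as far as the median of the list. Every technical explanation tested is thus argued against for the fall on dpi 42 against naive OL. That fall of cholesterol biosynthesis transcripts in OLs is a hypothesis from these data, found and tested on the same libraries. The total RNA of the cord fell as well (median -0.89 on dpi 42).

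Ribosomal protein genes, which the paper does not discuss, rose in OL on dpi 2 above naive OL. The median of 78 genes was 1.42, with 76 above 0 (adjusted p 0.0337 over 18 tests with estimated correlation). Length and GC content are argued against by 0 of the 10000 matched lists with a median as high. The total RNA rose too (0.92). The differential OL enrichment had a median of 0.45, against a matched median of 0.23, and 23 of 10000 matched lists reached it. For this measure fry gave p = 2.6e-04 and camera with estimated correlation p = 0.0814. Whether a change of the whole cord is the whole of the OL change thus depends on the test. How much of it belongs to OLs stays open, and a biological source was not tested beyond the time point.

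Integrated stress response genes, a list that the paper does not test, rose in OL on dpi 2. The median of 23 genes was 1.20 (1.40 with Gdf15 at its bound and Fgf21, at the floor in both groups, left out), with 18 above 0 and an adjusted p of 0.0337 over 18 tests. Length and GC content are argued against by 0 of the 10000 matched lists as high. Whether the rise belongs to OLs or to the whole cord cannot be told apart: the differential OL enrichment had a median of 0.19 with 12 of 23 genes above 0, and total RNA rose by 0.47. Of this list the paper names Chac1, Aldh18a1 and, spelled Pyccr1, Pycr1.

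Y-linked genes were counted in tissue from mice that the paper describes as female. Both libraries of tissue pool 2 of dpi 2 hold at least 2414 counts on Ddx3y, Uty, Kdm5d and Eif2s3y, against 13 at most in the 22 other libraries. Reads of X-linked homologs assigned to these genes are argued against, since the other libraries hold 284 to 604 CPM on the homologs and at most 0.0931% of that on the Y-linked genes. Male tissue in the pool is the explanation left, with Y-linked levels of at least 77.9 CPM. Whether a male mouse was pooled or tissue was mixed later could not be tested. Without tissue pool 2 of dpi 2 the median of the cholesterol biosynthesis list on dpi 2 turned to -0.0258, and no other count of genes moved by over 1.5 times and no other list median changed direction or passed its threshold.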

How the results depend on the processing

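The tests with TMM on a total RNA reference, with pools left out, with a replicate block that includes dpi 42 and with pools nested in groups were chosen only after the results were seen.

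The DESeq2 Wald test, filterByExpr and every gene with a count kept each of 34 counts and list medians within 1.5 times or on the same side of its threshold. With the size factors of DESeq2 33 of 34 did so, and the respiratory chain list in OL on dpi 10 passed its threshold (0.17 against 0.14).

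Library sizes alone shift the median of all genes for OL enrichment by -0.51, -0.57, -0.57 and -0.50, and for total RNA by 0.20, 0.16 and 0.11. They gave 2005, 1390, 1536 and 1687 OL-enriched genes, 220 highly enriched ones, 144 falling OL genes on dpi 10, and 190, 15 and 80 falling genes after filtration. The respiratory chain list passed its threshold in OL on dpi 10 (0.25) and lost it in total RNA on dpi 2 (-0.0186), and the Fig. 5c list on dpi 2 turned to 0.0818. TMM with a total RNA reference shifts OL enrichment in naive tissue by 0.16, total RNA on dpi 2 and 10 by 0.12 and 0.10 and differential OL enrichment by -0.19, -0.11 and -0.14. It gave 192 falling genes after filtration on dpi 42, a respiratory chain median of -0.0931 in total RNA on dpi 2, no longer past its threshold, and -0.0434 for the cholesterol biosynthesis list on dpi 2. Of the rising genes after filtration on dpi 2, 70.3% were shared with those of the TMM scaling first chosen. The shifts come from the scaling itself. TMM takes an OL library of dpi 2 as its reference, and over all 24 possible references the median of all genes moved between -0.0597 and 0.19 for OL enrichment in naive tissue and between -0.129 and 0.0681 for the OL change on dpi 2.

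With the length and GC offset the medians of the Fig. 4b list on dpi 10 (-0.0377) and of the respiratory chain list in OL on dpi 2, 10 and 42 (-0.0203, -0.12 and -0.0203) reversed. The other 30 counts and list medians, the Fig. 4b list on dpi 2 and 42 among them, stayed within 1.5 times or on the same side of the threshold. Of the genes rising after filtration, 69.7% on dpi 2 and 58.8% on dpi 42 were shared. With q under 0.01 there were 118 falling OL genes on dpi 10 and 70 and 100 rising genes after filtration on dpi 10 and 42. Arm 1 only gave 151, 10 and 68 falling genes. The fit over only the groups compared gave 1151 rising and 645 falling OL genes on dpi 2, 722 and 99 on dpi 10, and 709 and 365 on dpi 42, with 188 rising and 48 falling genes after filtration on dpi 10. There the respiratory chain list passed its threshold in OL on dpi 10 (0.17) and lost it in total RNA on dpi 2 (-0.12) and 42 (-0.0848). The causes were not tested.

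The replicate block, by tissue pool for OL enrichment and differential OL enrichment and by replicate number for changes against naive, does not cover dpi 42. Of the 23 counts and list medians it covers 22 stayed within 1.5 times or on the same side of the threshold, and the respiratory chain list in OL on dpi 10 passed its threshold (0.15). Among single genes the calls of Itgad (OL change on dpi 2), Osm (OL enrichment in naive tissue and on dpi 10) and Gdnf (OL enrichment on dpi 2) were lost. The block by tissue pool with dpi 42 kept all 12 results it covers within 1.5 times or on the same side of the threshold, but lowered the rising and falling genes after filtration to 324 and 269 on dpi 2 and to 178 and 107 on dpi 42.

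With pools nested in groups and the change taken at pool 1, there were 138 falling OL genes on dpi 10 and 347 rising and 243 falling genes after filtration on dpi 42, and the respiratory chain list had 0.16 in OL on dpi 10 (past its threshold) and 0.0853 in total RNA on dpi 42 (reversed). At pool 2 there were 306 and 197 genes after filtration on dpi 42, and the list had 0.20 in OL on dpi 10 and -0.10 in total RNA on dpi 2. At pool 3 there were 964 rising OL genes on dpi 42, the cholesterol biosynthesis list on dpi 2 was -0.0273 and Itgad on dpi 2 turned to -0.29 (q = 0.849). The mean of pools gave 189 and 324 rising genes after filtration on dpi 10 and 42. The first principal component held 61.6% with 500 genes, 76.3% with 500 genes on the stabilized scale and 47.4% with a prior count of 0.5.

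Fits that each left out 1 library or 1 tissue pool gave 3391 to 4480, 3061 to 3538, 3303 to 3825 and 3378 to 3677 OL-enriched genes in naive tissue and on dpi 2, 10 and 42, and 513 to 825 highly enriched ones. Rising and falling OL genes were 1380 to 1970 and 1003 to 1641 on dpi 2, 867 to 1392 and 157 to 263 on dpi 10, and 1021 to 1859 and 514 to 1201 on dpi 42. After filtration they were 222 to 492 and 224 to 500, 77 to 210 and 21 to 44, and 96 to 452 and 70 to 382. The lowest counts of rising genes came without naive OL replicate 2 (222 on dpi 2 and 103 on dpi 42), without pool 2 or 3 of dpi 10 (77 and 78) and without the unnumbered OL library of dpi 42 (96). Without naive OL replicate 3 there were 500 falling genes on dpi 2, 210 rising on dpi 10, and 452 rising and 293 falling on dpi 42. The highest count of falling genes on dpi 42 was 382, without OL replicate 3 of dpi 42, against 1201 before filtration. Acute-phase-specific genes were 123 to 216. List medians were 0.72 to 0.86, 0.14 to 0.25 and 0.56 to 0.76 for Fig. 4b, 0.63 to 0.82, 0.0753 to 0.23 and 0.51 to 0.71 for the respiratory chain in OL, and -0.25 to -0.0883, -0.50 to -0.35 and -0.32 to -0.10 in total RNA. They were -0.25 to 0.00044, -1.23 to -1.12 and -1.83 to -1.55 for Fig. 5c, and -0.18 to 0.0626, -1.05 to -0.90 and -1.62 to -1.27 for cholesterol biosynthesis. The microglia count was 0 in each of these fits. Without naive OL replicate 3 the respiratory chain list passed its threshold in OL on dpi 10 (0.23). Without any 1 of the 12 OL libraries it lost its threshold in total RNA on dpi 2 (-0.0931), as it did without total replicate 1 of dpi 2 (-0.19). Without naive OL replicate 3 the cholesterol biosynthesis list on dpi 2 was -0.18, and without pool 1 of the naive group the Fig. 5c list on dpi 2 was 0.00044. TMM with a total RNA reference gave the same -0.0931, so a change of the TMM reference may account for the moves without an OL library. The cause of the move without total replicate 1 of dpi 2 was not tested.

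Calls of the 238 values of named genes changed less. Under the alternatives set first, 1800 of 1843 values were the same and 43 weaker. Leaving out a library made 118 of 5712 weaker, leaving out a pool 84 of 2856, and the alternatives chosen later 34 of 1190, with 1 reversed. Depth limits genes near the floor: at 3 counts (0.0839 to 0.127 CPM) fold changes of Klk9, Tifab, Serpina3c, Gdnf and Osm are bounds or rest on few counts.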

Differences from the paper's values

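The tests with pools nested in groups and with TMM on a total RNA reference were chosen after seeing the values, and the other alternatives were set before the data were examined.

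Of 110 values that the paper states or shows for a measure computed here, 98 did not differ by the criteria used and 12 did. A count or share was taken to differ when one value was over 1.5 times the other, and a log2 fold change when its sign differed or the gap was larger than the SD between replicates. TMM with a total RNA reference and the nested model at each pool and at the mean of pools were all tried after seeing the values, and those not named for one of the 12 left its gap open. Falling OL genes on dpi 10 numbered 217, against the paper's count of about 140 in Fig. 3c, read by eye. The gap closed with the size factors of DESeq2 (196), library sizes alone (144), the length and GC offset (204), q under 0.01 (118) and the fit over only the groups compared (99), and in 16 of 24 fits without 1 library, but not with the other 4 alternatives. The nested model at pool 1 (138) and pool 2 (163), chosen after seeing the values, also closed it. Falling genes after filtration on dpi 42 numbered 124 against the paper's 224. Of 9 alternatives the DESeq2 Wald test closed the gap (171), as did 8 of 24 fits without 1 library (naive OL replicate 3, each OL library of dpi 2 and dpi 10, and OL replicate 2 of dpi 42). TMM with a total RNA reference (192) and the nested model at pool 1 (243), pool 2 (197) and the mean of pools (161), chosen after seeing the values, closed it too.

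The median of the rising respirasome genes on dpi 42 was 0.70 against the paper's 0.95. Of 7 alternatives library sizes alone closed the gap (0.82), and no fit without 1 library did. The nested model at pool 1 (0.92) and pool 2 (0.80), chosen after seeing the values, closed it. Respirasome genes over 1 on dpi 2 numbered 13 against the paper's 8. None of 8 alternatives closed this gap, but 11 of 24 fits without 1 library did (naive OL replicate 1 or 2, or any OL library of dpi 2, 10 or 42), as did TMM with a total RNA reference (9) and the nested model at pool 1 (11) and pool 3 (10), chosen after seeing the values.

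In total RNA, Steap3 rose by 2.40, 2.32 and 1.55 on dpi 2, 10 and 42 against the paper's 2.9, 2.7 and 1.89. For dpi 2 library sizes alone (2.62) and the fit without total replicate 3 of dpi 2 closed the gap. For dpi 10 and dpi 42 none of the alternatives set before the data were examined did. The nested model at pool 1 gave 2.90, 2.70 and 1.89, at pool 2 3.09, 2.91 and 2.01, at pool 3 0.67, 0.92 and 0.30, and at the mean of pools 2.22, 2.18 and 1.40, all chosen after seeing the values. Pool 1 closed each gap, pool 2 those of dpi 2 and dpi 42, and pool 3 and the mean none. In OL, Steap3 rose by 5.33 on dpi 2 and 2.63 on dpi 42 against the paper's 6.52 and 3.67. These are not among the 12, because the gaps are smaller than the SD between replicates (1.645). Without naive OL replicate 3 the changes were 6.95 and 4.25.

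Lyz2 rose in OL on dpi 42 by 8.05 against the paper's about 7.6 in Fig. 3a, read by eye. The length and GC offset (7.54) and 9 of 24 fits without 1 library closed the gap, as did TMM with a total RNA reference (8.00) and the nested model at pool 1 (7.56), chosen after seeing the values. Aif1 rose on dpi 10 by 3.96 against about 3.5 in Fig. 3a, read by eye, and here the length and GC offset (3.74), the fits without naive OL replicate 1 or 3 or OL replicate 2 of dpi 10, and the nested model at pool 1 (3.46), chosen after seeing the values, closed the gap. Cx3cr1 rose on dpi 2 by 2.12 against about 1.8 in Fig. 3a, read by eye. None of 8 alternatives closed it, but 9 of 24 fits without 1 library did, as did TMM with a total RNA reference (2.05) and the nested model at pool 1 (1.81), chosen after seeing the values.

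In the supplementary table the OL change on dpi 2 is the paper's 2.25 for Spry4 against 1.76 here, and the paper's 2.82 for Hrk against 1.96 here. Library sizes alone closed both gaps (1.91 and 2.14). The fit without naive OL replicate 3 closed that of Spry4 and the fits without naive OL replicate 2 or OL replicate 2 of dpi 2 that of Hrk. At pool 1 the nested model, chosen after seeing the values, gave 2.25 and 2.82. Tifab is not among the 12, because naive OL has at most 3 counts in each library and the rise on dpi 2 is a lower bound, at least 4.50 against the paper's 4.23. Its fitted change was 5.01, and in all 8 alternatives and 22 of 24 fits without 1 library the fitted change differed from the paper's. The bound was put in place of the fitted change after that difference was seen.

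The paper gives Bcat1 among the genes that rise past the limit on dpi 2, and here its change was 0.95. It passed 1 with library sizes alone (1.11), the length and GC offset (1.30), the fit over only the groups compared (1.02) and without OL replicate 3 of dpi 2 (1.15). The paper counts Itgax among the markers that rise in OL on dpi 2, and here q was 0.0976 (0.0213 with the DESeq2 Wald test, 0.0184 without OL replicate 2 of dpi 2, and 0.0459 in the nested model at pool 1, chosen after seeing the values).

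The paper states that astrocyte markers are depleted from OL translatomes. In naive tissue Gfap had -0.28 (q = 0.756), with no setting under q of 0.05, and Aldh1l1 0.053 (q = 0.971), called without naive OL replicate 3 (-1.21, q = 0.0283). Hgf had -2.29 (q = 0.117), called with the DESeq2 Wald test (q = 0.0474) and in the fit over only the groups compared (q = 0.0203). Gfap on dpi 2 (-0.71, q = 0.388) was called without OL replicate 3 of dpi 2 (-1.82, q = 0.035). The microglia marker Osm was not past q of 0.05 on dpi 2 (q = 0.127) or dpi 42 (q = 0.124). Library sizes alone (q = 0.0473), the fit without OL replicate 3 of dpi 2 (q = 0.0492) and the nested model, chosen after seeing the values (q = 0.0433), called it on dpi 2, and the DESeq2 Wald test (q = 0.0446) on dpi 42.

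To the authors the spectrum and scale of the rise of mitochondria-related genes appeared greater on dpi 42 than on dpi 2, and here the medians of the respirasome panel were 0.68 and 0.81. The paper describes the total RNA of this panel as unaffected in most cases. Here 5 genes rose and 8 fell of 50 on dpi 2 and 1 rose and 6 fell on dpi 42, as that statement has it, and on dpi 10 the median was -0.40 with 29 genes lower. It describes Suz12 and Rcor3 as unaffected by SCI, and here Suz12 changed in total RNA on dpi 42 by -0.50 (q = 0.0166) and Rcor3 in OL on dpi 42 by -0.74 (q = 0.0138). It describes Suz12 as similar in OL and total RNA, and here its naive OL enrichment was -0.46 (q = 0.0107).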

Other observations

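The tests on the whole cord, the Schwann cell root, the astrocyte list and the paper's supplementary table were chosen only after the results were seen. Those on length and GC content for the respiratory chain and cholesterol lists, and the splits of the samples, were set earlier.

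Respiratory chain genes and transcript length. The median OL change of genes on dpi 2 falls with length, from 1.02 for the 189 genes under 1000 bp over 0.63, 0.14 and -0.17 to -0.43 for the 2534 longest genes. The listed subunits are short, and 558 of the 10000 matched lists had a median as high on dpi 2 (matched median 0.48). With a length and GC offset the list's OL change was -0.0203 on dpi 2 (-0.02026) and on dpi 42 (-0.02033). On dpi 2 a length trend may therefore account for the OL change against naive OL. On dpi 42, with 176 of the 10000 as high, a length trend and a change of these genes cannot be told apart, because the offset also removes a trend that biology may bring. A rise of the whole cord is argued against, since the list did not rise in total RNA (medians -0.24 on dpi 2 and -0.19 on dpi 42). Genes over 2 CPM had total RNA medians of -0.15 and -0.14, so part of that fall was shared. On dpi 10 the list's differential OL enrichment of 0.55 went with 0.14 in OL and -0.47 in total RNA. There it rests largely on total RNA. For the differential OL enrichment, 0 of the 10000 lists were as high on dpi 2, 0 on dpi 10 and 0 on dpi 42. The matched medians were 0.33, 0.13 and 0.34, against 0.89, 0.55 and 0.79 for the list, so length may account for a part. The spread of the matched lists does not allow for genes that move together, so a larger part is not excluded. A rise of these genes in OL relative to total RNA is thus a hypothesis, argued against length only as its whole source. The rise against naive OL depends on how length is treated.

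Schwann cell genes in naive pools. The Schwann cell list stood at -2.27 and -1.99 in naive OL pools 1 and 2 and at 2.51 in pool 3, 4.65 higher (log2 CPM). In naive total RNA it ran from -0.43 to 2.07, the highest in pool 3 as well, so the difference is not confined to the OL libraries. Root tissue in some pools and a rise of these genes after SCI cannot be told apart, because the difference between naive pools that brought up this explanation is also the only test of it. SCI OL libraries lie at least 0.781 above naive pool 3, and on average 1.15 above it and 5.80 above pools 1 and 2, so the size of the rise after SCI depends on which naive pool is taken. Of the list, 4 genes had q under 0.05 on dpi 10. Differential OL enrichment reached q under 0.05 for 1, 0 and 0 genes on dpi 2, 10 and 42 (unadjusted p under 0.05 for 2, 1 and 1).

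Astrocyte genes in OL libraries. The astrocyte list (8 genes) varies between OL libraries of a group. Carry-over of total RNA would bring neuronal transcripts along, but the deviations of the neuron and astrocyte lists were unrelated over the 12 OL libraries (r = 0.0605, p = 0.904 over 1296 orders within groups). The OPC list (r = 0.994) and the glycolysis list (r = 0.966) moved with it, each with the smallest p that the orders can give (p = 0.000772, adjusted 0.00193 over 5 tests), while the endothelial (p = 0.407) and myeloid (p = 0.841) lists did not. Aldoc is in both the astrocyte and the glycolysis list. Recombination in cells of another type in some pools was not tested.

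The OL changes in the paper's supplementary table. In Table S3 the OL log2 fold changes equal, within 0.005, those of a DESeq2 model with tissue pools nested in groups when the change is taken at pool 1 of each group: 100% of 1324 values. With pool 2, pool 3 or the mean of pools the shares were 0.982%, 0.755% and 1.36%, and for the change between group means used here 0.906%. The values in the table are thus those of pool 1 in that model, which may account for the differences from the paper's values of single genes.

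Other lists. Median OL changes on dpi 2, 10 and 42 were 0.68, 0.04 and 0.40 for ATP synthase, 0.66, 0.13 and 0.48 for the mitochondrial ribosome, 0.46, -0.02 and 0.15 for the proteasome, and 0.32 and 0.79 for ribosomal proteins on dpi 10 and 42. Glycolysis had -0.47, -0.52 and -0.04, the TCA cycle -0.12, -0.32 and -0.10, and the integrated stress response 0.11 and 0.32 on dpi 10 and 42. Cell markers had 3.08, 3.98 and 4.17 for myeloid cells, 1.96, 1.49 and 1.08 for endothelial cells, -0.58, -0.68 and -0.72 for neurons, -0.40, -0.79 and 0.20 for astrocytes, -0.16, 0.53 and 0.11 for OPCs and -0.30, -0.19 and -0.28 for myelin. On dpi 2, fry and camera with estimated correlation gave p = 3.7e-08 and 0.0127 for the mitochondrial ribosome, 7.3e-07 and 0.05 for the proteasome, and 1.2e-10 and 0.0095 for myeloid cells. With estimated correlation the p was 0.168 for ATP synthase, 0.119 for endothelial cells, 0.123 for Schwann cells and 0.103 for the respiratory chain, while fry gave 1.0e-04, 3.6e-04, 6.2e-05 and 6.1e-06, so the call of these lists depends on the test. Glycolysis and the TCA cycle were not called on dpi 2 with the assumed correlation (adjusted p 0.0763 and 0.457) or the estimated one (p = 0.516 and 0.756), and fry gave p = 0.0459 and 0.259. No biological explanation was tested for these lists.

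Other splits of the samples. The 6 libraries of a comparison make 10 splits, so the share is never under 0.1. In 1 of the 10 splits, the real one, the result was as large for OL-enriched genes in naive, dpi 2, dpi 10 and dpi 42, for highly OL-enriched genes, for OL change on dpi 2 and 10 in both directions and on dpi 42 upward, for filtered OL change at each time point and direction, for acute-phase-specific genes, for the Fig. 4b list on dpi 2, 10 and 42, for the respiratory chain list in OL on dpi 2 and 42 and in total RNA on dpi 2 and 10, and for the Fig. 5c and cholesterol biosynthesis lists on dpi 10 and 42. The count was 2 of the 10 splits for OL change downward on dpi 42, 3 of the 10 splits for the respiratory chain list in OL on dpi 10, 4 of the 10 splits for that list in total RNA on dpi 42, 5 of the 10 splits for the Fig. 5c list on dpi 2, 9 of the 10 splits for the cholesterol biosynthesis list on dpi 2 and 10 of the 10 splits for the microglia list, whose value is 0 (0 at an unadjusted p under 0.05).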
